# Transcriptomic profiles of muscular dystrophy with myositis (*mdm*) in extensor digitorum longus, psoas, and soleus muscles from mice

**DOI:** 10.1186/s12864-022-08873-2

**Published:** 2022-09-17

**Authors:** Pabodha Hettige, Uzma Tahir, Kiisa C. Nishikawa, Matthew J. Gage

**Keywords:** RNA-Seq, *Mdm*, Mitochondria

## Abstract

**Background:**

Titinopathies are inherited muscular diseases triggered by genetic mutations in the titin gene. Muscular dystrophy with myositis (*mdm*) is one such disease caused by a LINE repeat insertion, leading to exon skipping and an 83-amino acid residue deletion in the N2A-PEVK region of mouse titin. This region has been implicated in a number of titin—titin ligand interactions, hence are important for myocyte signaling and health. Mice with this *mdm* mutation develop a severe and progressive muscle degeneration. The range of phenotypic differences observed in *mdm* mice shows that the deletion of this region induces a cascade of transcriptional changes extending to numerous signaling pathways affected by the titin filament. Previous research has focused on correlating phenotypic differences with muscle function in *mdm* mice. These studies have provided understanding of the downstream physiological effects resulting from the *mdm* mutation but only provide insights on processes that can be physiologically observed and measured. We used differential gene expression (DGE) to compare the transcriptomes of extensor digitorum longus (EDL), psoas and soleus muscles from wild-type and *mdm* mice to develop a deeper understand of these tissue-specific responses.

**Results:**

The overall expression pattern observed shows a well-differentiated transcriptional signature in *mdm* muscles compared to wild type. Muscle-specific clusters observed within the *mdm* transcriptome highlight the level of variability of each muscle to the deletion. Differential gene expression and weighted gene co-expression network analysis showed a strong directional response in oxidative respiration-associated mitochondrial genes, which aligns with the poor shivering and non-shivering thermogenesis previously observed. Sln, which is a marker associated with shivering and non-shivering thermogenesis, showed the strongest expression change in fast-fibered muscles. No drastic changes in MYH expression levels were reported, which indicated an absence of major fiber-type switching events. Overall expression shifts in MYH isoforms, MARPs, and extracellular matrix associated genes demonstrated the transcriptional complexity associated with *mdm* mutation. The expression alterations in mitochondrial respiration and metabolism related genes in the *mdm* muscle dominated over other transcriptomic changes, and likely account for the late stage cellular responses in the *mdm* muscles.

**Conclusions:**

We were able to demonstrate that the complex nature of *mdm* mutation extends beyond a simple rearrangement in titin gene. EDL, psoas and soleus exemplify unique response modes observed in skeletal muscles with *mdm* mutation. Our data also raises the possibility that failure to maintain proper energy homeostasis in *mdm* muscles may contribute to the pathogenesis of the degenerative phenotype in *mdm* mice. Understanding the full disease-causing molecular cascade is difficult using bulk RNA sequencing techniques due to intricate nature of the disease. The development of the *mdm* phenotype is temporally and spatially regulated, hence future studies should focus on single fiber level investigations.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08873-2.

## Background

Titinopathies are inherited striated muscle-associated diseases linked to genetic mutations in the titin gene [1]. Mouse titin protein is encoded for by 347 exons (Ensembl transcript version ENSMUST00000099981.9, NCBI Accession: BN001114.1) and spans across a 278,567 bp long genomic region. 

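The mouse titin gene (Ttn, ENSMUSG00000051747) lies on the reverse strand of chromosome 2 of GRCm38, from position 76703980 to 76982547, in GENCODE mouse release 21. That release holds the transcript ENSMUST00000099981 as version 8, with 347 exons between 76703980 and 76982455, a span of 278476 bp. Spliced together, these exons come to 106824 bases, and the exons of all annotated Ttn transcripts cover 116825 bases. In the 13 libraries made from *mdm* muscles, between 201392 and 2033969 reads per library were counted on Ttn, which was 1.72% to 6.78% of all counts, with a median of 3.83%. A count over the whole gene does not show how many of these reads come from titin RNA that carries the *mdm* deletion.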

The titin gene codes for the largest and the third most abundant protein expressed in striated muscles [2]. Due to its size and the number of potential alternative splice sites within the gene, there are potentially billions of titin isoforms expressed by this single gene [3]. While variability in isoforms allows healthy sarcomeres to fine-tune muscle function, mutations interrupting its native protein structure can lead to titin-associated diseases [4].

Muscular dystrophy with myositis (*mdm*) is one such titin-associated disease in mice, and caused by a complex rearrangement at the N2A-PEVK region of titin, that disrupts one of the most important active sites for titin-based force regulation [3, 4]. The disease is caused by a 779 bp genomic deletion and a 2.4-kb 5’-truncated LINE-1 retrotransposon insertion at the N2A-PEVK junction of titin, leading to an in-frame 248 nucleotide deletion in mature mRNA [5–7]. This mutation leads to 53 amino acid loss in immunoglobulin domain 83 (Ig83) at the end of the N2A domain and a loss of 30 amino acid at the beginning of PEVK. Even though the *mdm* deletion accounts for a small fraction (0.2%) of titin’s largest known isoform, the homozygous recessive mice show a severe and progressive muscle degeneration [1]. Fore and hind limb muscles are severely affected by the *mdm* deletion, and symptoms include kyphosis in the spine, rigid gait, smaller body mass, and premature death as early as ~ 2 months after birth [7]. Fiber size variation and abundance of central nuclei indicate repetitive cycles of muscle degeneration and regeneration [7]. Increased collagen content, passive tension [1, 8], and weak active force generation [9] are also characteristics of *mdm* deletion. Mice with the *mdm* deletion lose their ability to grow after weaning [7], suggesting impairments in hypertrophy signaling, an essential element for healthy muscle growth. Weaker shivering and non-shivering thermogenesis and muscle tremor is often observed in *mdm* mice [6, 10]. A majority of the observed molecular changes are unique to *mdm* muscles and distinct from typical alterations seen in other muscular dystrophies [1].

The *mdm* mutation interrupts the calpain3 (Capn3) binding site at the N2A signalosome, but attenuated Capn3 expression in *mdm* mice does not fully explain its phenotype [7, 11]. The same deletion site interrupts binding of CARP/Ankrd1 and ARPP/Ankrd2 proteins to titin, but these proteins, which are associated with hypertrophy signaling are upregulated in *mdm* mice [12], even though muscles do not demonstrate developmental hypertrophy [1]. No sarcomere addition or clear structural changes were observed in *mdm* myofibers [9], but two fiber populations were reported in the *mdm* muscles based on intact striation [8]. This indicates that the disease onset is likely time-dependent or associated with a specific fiber type(s) [8]. Taken together, these reports suggest that signaling and/or functional pathways may also be compromised in *mdm* mice*,* contributing to the extreme phenotypic changes that develop during disease progression [1].

We selected EDL, psoas and soleus muscles for this study since they are the most commonly used muscles in physiological investigations studying fast-twitch (EDL and psoas) and slow-twitch (soleus) muscles [13–15]. They have also been extensively utilized to understand titin’s function [1, 6, 8, 16–19], thus provided a large database of physiological data to utilize in interpreting expression profiles gathered in this study. The three muscles are located in different regions of the mouse body and perform different functions. EDL muscles are predominantly composed of fast-twitch fibers [20] with higher mechanical strength and faster contractile rates, which trigger strong, and more abrupt movements. They are found in the anterior compartment of the leg and associated with foot and toe extension. Psoas is also a fast-twitch muscle that predominantly contains type 2 fast fibers [21]. It is located on either side of the vertebral column connected to the brim of the lesser pelvis and act as flexors and important for maintaining fixed posture in the lumbar spine while supporting the diaphragm movement [22]. The soleus is part of the calf muscles (i.e., *triceps surae*), which acts as the plantar flexors, stabilizing standing posture. Soleus muscles are predominantly composed of slow-twitch fibers that have longer endurance and oxidative capacity.

These three muscles express different titin isoforms with slightly different domain compositions [17, 23], and each muscle exhibits a different degree of response to *mdm* deletion [1, 23]. We compared the expression profiles of wild type EDL, psoas and soleus in a previous study and built a detailed comparison using RNA-sequencing [24]. Here, we are extending that study to investigate molecular level changes behind the complex *mdm* disease phenotype. As the primary cause of the *mdm* phenotype is linked to a deletion in titin, further understanding on this complex disease model will provide a unique opportunity to study titin function beyond sarcomeregenesis and force generation [25].

## Results

To investigate the transcriptomic changes triggered by *mdm* deletion*,* and to understand common and tissue-specific responses to the disease*,* RNA-Seq data collected from EDL, psoas, and soleus were analyzed. 

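RNA from *mdm* muscles was sequenced by the authors in 13 libraries, 5 of EDL, 5 of psoas and 3 of soleus, from mice 29 to 42 days old. The wild-type libraries of the study are not analysed here, so the values given beside its comparisons are those of the *mdm* muscles and of 1 *mdm* muscle against another. The authors trimmed the reads of libraries with low base quality, aligned all reads kept to GRCm38 with TopHat and counted them on genes with GenomicAlignments. They deposited, for each library, the number of reads on each of 17924 genes as whole-number counts, and the same counts divided by a DESeq2 size factor, which are called normalized counts. The total count per library ran from 12059090 to 48835209 in *mdm* EDL (median 16986976), from 16315975 to 30009501 in *mdm* psoas (median 20588849) and from 9114176 to 39484945 in *mdm* soleus (median 22251013). The paper's text does not name the settings that decide how a read on overlapping genes or on near-identical copies was counted. Ttn, the gene that carries the *mdm* deletion, had a normalized count of at least 333226 and at most 947475 in every library, and because the deletion is not visible in a count over the whole gene, the labels could not be checked on it.

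The 17069 genes with a normalized count of at least 10 in at least 3 libraries were compared between the *mdm* muscles with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and in 1 fit of all 13 libraries. Differentially expressed genes were those with an adjusted p under 0.01 and an absolute log2 fold change over 1, the limits of the study. The libraries' labels also carry 5 codes that the labels do not explain. Code T1 belongs to EDL replicate 1 and T3 to psoas replicate 1, T4 to EDL replicate 2, psoas replicate 2 and soleus replicates 1 and 2, T5 to EDL replicate 3 and psoas replicate 3, and T6 to EDL and psoas replicates 4 and 5 and soleus replicate 3. Differences between muscles were therefore also computed within T4, T5 and T6, the codes that hold more than 1 muscle. The reads carry no molecular identifiers, so a counting error given for a count covers counting alone. The SDs are between libraries and the standard errors of fold changes come from the fit, so both also hold variation between libraries.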

Gene expression profiles of *mdm* were compared to wild-type counterparts in each skeletal muscle using DESeq2, and the differentially expressed genes were identified (*p*-adj < 0.01 and absolute fold change > 2).

### *Mdm* muscles carry a distinct expression signature different from wild type muscle

The overall expression pattern shows a well-differentiated *mdm* genotype compared to wild-type muscles. After filtering for marginally expressed genes, principal component analysis (Fig. 1a) showed clear clustering along the first and second principal components (PC), which coincided with both muscle categories and the two genotypes. PC1 explained 51% of the total variance in the expression dataset, which created two primary clusters separating *mdm* samples from wild type. Major grouping along the second principal component (PC2) separated the slow muscle soleus from the fast muscles (EDL and psoas) in both genotypes. This separation was much clearer in wild-type muscles along PC2 but was also present in *mdm* muscles. 

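In the 13 *mdm* libraries alone, the muscle accounted for an R2 of 0.338 of the squared distances between libraries (PERMANOVA, exact permutation test over all arrangements of the libraries, one-sided, p = 5.55e-05). The distances were taken on log2 CPM, which are counts scaled to the TMM-normalized total of the library, with a prior count of 2. Soleus set against EDL and psoas together accounted for an R2 of 0.101, a value that random arrangements of the libraries often reached (exact permutation test, one-sided, p = 0.2308). Removing the effect of the label code moved these values most, to 0.584 for the 3 muscles (permutation test with 100 drawn arrangements, one-sided, p = 0.0198) and 0.177 for soleus against the others (p = 0.426 from the same permutation test). The first principal component of these libraries held 29.1% of the variance and the second 16.1%. The EDL libraries lay between −91.8 and −15.2 on the first component, the soleus libraries between 2.78 and 13.9, and the psoas libraries between 24.7 and 79.9. On the second component, the 5 libraries of label code T6, which come from all 3 muscles, lay between 33.3 and 57.4, and the other 8 between −55.1 and 0.719.

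**Figure D1:**
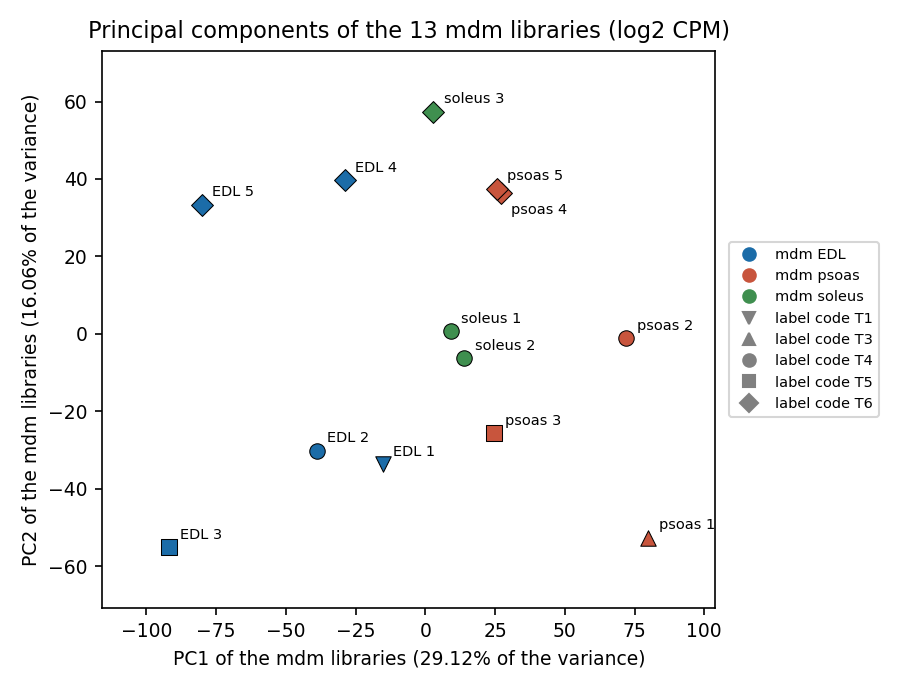
First and second principal components of log2 CPM in the 13 *mdm* libraries, with 29.1% and 16.1% of the variance on the horizontal and vertical axis and 1 named point per library. Colours give the muscle and shapes the label code; EDL lies on the left, soleus between 2.78 and 13.9 and psoas on the right, and the 5 T6 libraries lie above 33.3 on the vertical axis.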

The results suggest that the muscles specific characteristics are still maintained to some extent in *mdm* muscles despite the phenotypic changes triggered by the *mdm* deletion.

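Between *mdm* psoas and *mdm* EDL, 415 genes were higher and 426 lower in psoas (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts of the 5 psoas libraries did not overlap those of the 5 EDL libraries for 392 of the higher and 394 of the lower genes. Over all genes tested, 2225 had no such overlap, where chance gives 0.794% of them. With the replicate number as a block, which also joined replicate 1 of different animals, 638 genes were higher in psoas. The RNA integrity number was at most 7.8 in psoas and at least 7.8 in EDL, and its effect was not tested. *Mdm* soleus had 91 genes higher and 76 lower than *mdm* EDL, and 12 higher and 1 lower than *mdm* psoas. All of these were free of overlap, as were 1886 and 1734 genes over all genes tested, where chance gives 3.57%. DESeq2's Wald test raised these numbers to 812 higher and 774 lower genes in psoas against EDL, 270 and 363 in soleus against EDL, and 95 and 76 in soleus against psoas. The share of higher genes went with it from 54.5% to 42.7% in soleus against EDL and from 92.3% to 55.6% in soleus against psoas. The numbers changed much when 1 library was left out. Without EDL replicate 3, 171 genes were higher and 147 lower in psoas than in EDL, and without soleus replicate 1, 17 were higher and 2 lower in soleus than in EDL, and 3 higher and 0 lower than in psoas.

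The largest of the differences between psoas and EDL lay at genes with few counts in 1 muscle. On average over the libraries, Upk3b was at least 15.7-fold and Bnc1 at least 6.97-fold higher in psoas than in EDL, where no library had more than 1 count of either. Hoxa13 was at least 23.1-fold higher in EDL than in psoas, and Ucma at least 10.9-fold (adjusted p = 0.000495 and 0.000874 from the same test), with 1 EDL library, replicate 4, far above the others at 56.6 normalized counts of Ucma. Against EDL, soleus had the highest log2 fold changes at Tecrl, 5.63 (standard error 0.511, adjusted p = 0.000105), and Gm34302, 5.28 (standard error 0.840, adjusted p = 0.00468), and among the lowest at Tspan8, −6.36. Cntn5 was at least 4.32-fold lower in soleus, where no library had more than 2 counts of it. The calls of Bnc1, Gm34302, Tspan8 and Cntn5 were each lost in 1 to 7 of the fits that left out 1 library and in at least 1 other alternative, with adjusted p up to 0.0160, 0.0157, 0.0498 and 0.0419. Against psoas, the normalized count of Mettl21c in soleus was 5454 ± 2055 (SD, n = 3) and 175 ± 58.2 in psoas (SD, n = 5), a log2 fold change of 4.96 (standard error 0.341, adjusted p = 7.45e-06 from the same test), and Hoxa13 was at least 5.27-fold higher in soleus than in psoas. Myh8 was lower, with a log2 fold change of −2.56 (standard error 0.301, adjusted p = 0.00163). The calls of Hoxa13 and Myh8 against psoas were lost in 10 and 3 of the fits without 1 library, with adjusted p up to 0.0471 and 0.0231. From the separation of soleus from the fast muscles in both genotypes, the paper proposes that *mdm* muscles keep some of the characteristics of each muscle.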

**Fig. 1:**
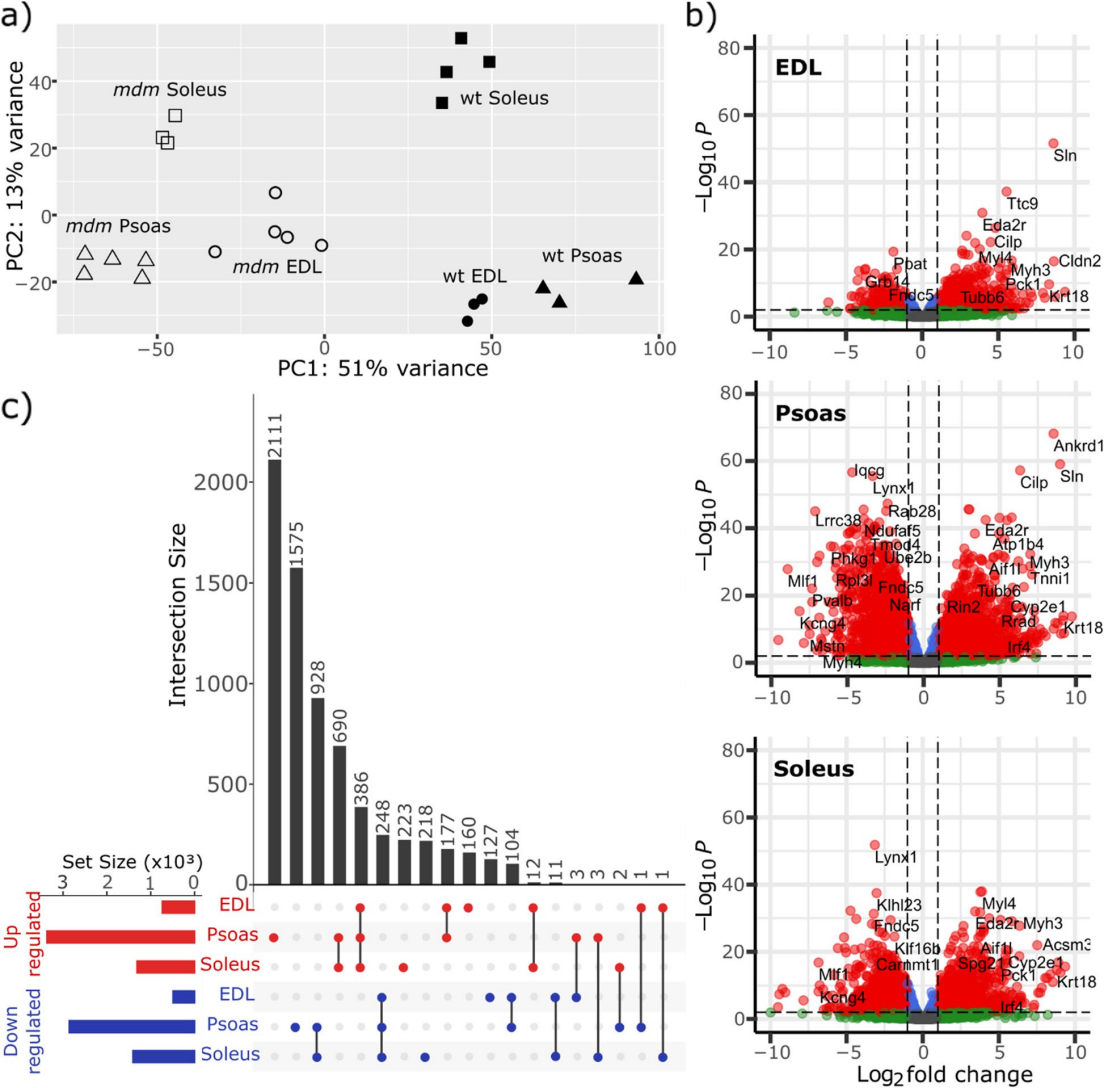
*Mdm* and wild-type muscles clusters separate in the transcriptomics space. **a** Distribution of muscles across Principal Components 1 and 2. The *mdm* and wild-type samples form two distinct clusters along PC1, showing unique transcriptomic characteristics associated with each genotype. **b** Volcano plots show expression profiles of EDL, psoas, and soleus muscles. Red indicates the genes with *p*-adj < 0.01 and absolute fold change >  = 2 in *mdm* muscles compared to wild-type. Gene expression profiles of the three muscles are unique and the magnitude of gene expression changes are not identical. **c** UpSet plot showing muscle specific response to *mdm* mutation in EDL, psoas, and soleus. The number of unique and overlapping genes among the up- and downregulated genes in *mdm* EDL, psoas, and soleus are shown here. The two largest gene subsets are unique to psoas. The next largest gene subsets show the overlap between the up- and downregulated genes between psoas and soleus. Only 386 upregulated genes and 248 downregulated genes were common to all three muscles. Compared to other genes subsets, only very few genes are mutually affected in the two fast muscles (EDL and psoas)

Genes were ranked based on their respective loading values to identify those with the highest contribution to sample grouping along PC1 and PC2. The top 20 genes with the highest contribution to each PC are shown in Table S1. Genes with the strongest association to PC1 affected multiple functionally related gene groups associated with cell adhesion, signaling, muscle contraction, immune/inflammatory response, and metabolism, which implies widespread effects in *mdm* muscles. In contrast, genes most closely aligned with PC2 were those that code for proteins associated with sarcomere structure and function. 

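Table S1 gives for each gene the mean normalized count over the 23 libraries of the study. From this mean, which is the paper's, and the normalized counts of the 13 *mdm* libraries, the mean that the 10 wild-type libraries must have had was computed. Over the 13 *mdm* libraries, Myh3 had a mean normalized count of 54111 ± 45040 (SD, n = 13), against 1024 implied for wild type. The *mdm* mean of Cfd was 16702 ± 14430 (SD, n = 13), with 872 implied for wild type. In the other direction, Scn4b had 1221 ± 1373 in *mdm* muscles (SD, n = 13) and 10570 implied for wild type, and Mlf1 586 ± 669 (SD, n = 13) and 8142. For all 20 genes listed for PC1, the difference had the sign of the paper's fold changes in Table S1. The SDs are those over all 3 muscles pooled, and no test was run, since an implied mean has no replicates.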

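Of the genes listed for PC2, 8 of slow-twitch fibres (Myh7, Myl2, Myl3, Tpm3, Tnnt1, Tnnc1, Tnni1, Atp2a2) and 4 of fast-twitch fibres (Myh4, Mybpc2, Actn3, Pvalb) were combined into a slow-fast index, the mean log2 CPM of the former minus that of the latter. It was −5.37 ± 1.98 in *mdm* EDL (SD, n = 5), −2.29 ± 2.01 in *mdm* psoas (SD, n = 5) and 3.35 ± 0.915 in *mdm* soleus (SD, n = 3). Soleus exceeded the 10 other libraries by 7.18 on average (exact permutation test, two-sided, p = 0.003497, the smallest p these groups allow). With the label code effect removed it was 7.45 (permutation test with 100 drawn arrangements, two-sided, p = 0.0396). Within label code T4, soleus exceeded EDL by 10.83 and psoas by 4.94, and within T6 by 7.06 and 6.73. The study chose these genes from data that include the present libraries, so their difference is not independent evidence of a difference between the muscles.

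Each of the 8 slow-twitch genes was higher in every soleus library than in every EDL and psoas library. Over all genes tested, 4 of the 8 were differentially expressed between soleus and EDL, and all 8 adjusted over the list alone. Against psoas, 0 of 8 passed over all genes tested, where 2163 of all genes had an unadjusted p under 0.05, and 8 adjusted over the list alone. Atp2a2 had 60349 ± 9701 normalized counts in soleus (SD, n = 3), 6666 ± 2955 in EDL and 12209 ± 5270 in psoas (SD, n = 5 each). Its log2 fold change was 3.19 against EDL (standard error 0.371, adjusted p = 0.000575, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.31 against psoas (standard error 0.364, adjusted p = 0.0121 from the same test). Without psoas replicate 3, whose 21333 counts lay far above the other psoas libraries, the latter was 2.60 (adjusted p = 0.00896). The other calls against EDL were Tnni1 (log2 fold change 2.76, adjusted p = 0.00699), Myl3 (4.92, adjusted p = 0.00885) and Tpm3 (3.79, adjusted p = 0.00943), and these lay close to the limit. Of the 13 fits that each left out 1 library, 7 lost the call of Tnni1, 9 that of Myl3 and 11 that of Tpm3, with adjusted p up to 0.0338, 0.0338 and 0.0355. The log2 fold changes in these fits lay between 2.552 and 3.265 for Tnni1, 4.654 and 5.878 for Myl3, and 3.547 and 4.223 for Tpm3. With the label code as a block the adjusted p of these was 0.0231, 0.0219 and 0.0183. Myl2 (4.27, adjusted p = 0.0171), Tnnt1 (2.99, adjusted p = 0.0178) and Tnnc1 (2.74, adjusted p = 0.0741) did not reach the limit. DESeq2's Wald test called Myl2 (adjusted p = 0.000311) and Tnnt1 (adjusted p = 5.68e-05) against EDL. Against psoas it called Myl2, Tpm3, Tnnt1, Tnni1 and Atp2a2, with an adjusted p of at most 3.35e-05, and it gave no adjusted p for Myl3. With limma on the normalized counts, Myl3 against psoas had an adjusted p of 0.00884. With edgeR's test it was 0.0251, and up to 0.0927 over the edgeR fits without 1 library. Against EDL, limma also called Myl2 (adjusted p = 0.00524) and Tnnt1 (adjusted p = 0.00613). Over all alternatives, fits without 1 library included, the adjusted p of Myl2 and Tnnt1 against EDL went up to 0.0492 and 0.0661.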

Most of the genes in this subset encode proteins associated with slow-twitch isoforms, where only 5/20 genes were differentially expressed in *mdm* EDL and *mdm* soleus, while 16/20 genes were affected in *mdm* psoas, indicating a stronger response in psoas compared to EDL and soleus.

Differences among the gene expression profiles of *mdm* EDL, psoas, and soleus were further identified by volcano plots (Fig. 1b) and UpSet plot of unique and overlapping genes among the up- and down-regulated genes identified from each *mdm* and wild-type comparison (Fig. 1C). Of the three muscles investigated, psoas showed the strongest response to the *mdm* deletion. Under the used selection criteria (*p*-adj < 0.01, absolute fold change > 2), 737 upregulated genes and 493 downregulated genes were detected in *mdm* EDL compared to wild-type EDL. Similarly, in *mdm* psoas, there were 3370 upregulated genes and 2858 downregulated genes detected, and in *mdm* soleus, 1313 upregulated genes and 1409 downregulated genes were identified. The UpSet plot shows that overlap among the gene subsets was limited compared to the number of unique genes that were differentially expressed in *mdm* and wild-type psoas. Furthermore, the number of overlapping genes between up- and down-regulated gene sets of *mdm* psoas and soleus was greater than that of EDL and psoas, even though the latter comparison is between fast-fiber-rich muscles. These results support the hypothesis that the *mdm* deletion triggers a specific response in each muscle, rather than a series of uniform responses.

### Muscle specific expression changes in Myosin heavy chains, ARPP, DARP, Titin, and Myopalladin coding genes

The myosin heavy chain expression pattern in *mdm* muscles was compared to wild-type muscles for indications of fiber type switching, as previously reported in *mdm* diaphragm muscles [16]. Our results demonstrate that the *mdm* mutation impacts expression of MYH isoforms in a highly muscle-dependent manner (Fig. 2a). 

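Myh2 (ENSMUSG00000033196), Myh1 (ENSMUSG00000056328) and Myh4 (ENSMUSG00000057003) follow each other on chromosome 11 of GRCm38, at 67171027 to 67197517, 67200052 to 67224575 and 67238029 to 67260446, and Myh7 (ENSMUSG00000053093) lies on chromosome 14 at 54970684 to 54994626. These genes are close copies of each other or of a neighbour, so the authors' counting could have split their reads. In *mdm* EDL, the normalized count was 462157 ± 135100 for Myh1, 373361 ± 267200 for Myh4, 204090 ± 77370 for Myh2 and 5002 ± 5020 for Myh7 (SD, n = 5 each). The Myh4 counts of the 5 EDL libraries ranged from 144108 to 790666, and those of Myh7 from 700.3 to 11097. Fig. 2 shows 11 genes, among them these 4. Of the 11, which the study chose with these libraries in hand, 3 were differentially expressed between *mdm* psoas and *mdm* EDL over all genes tested and 5 adjusted over the list alone. For soleus against EDL the numbers were 2 and 4, and for soleus against psoas 0 and 3.

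**Figure D2:**
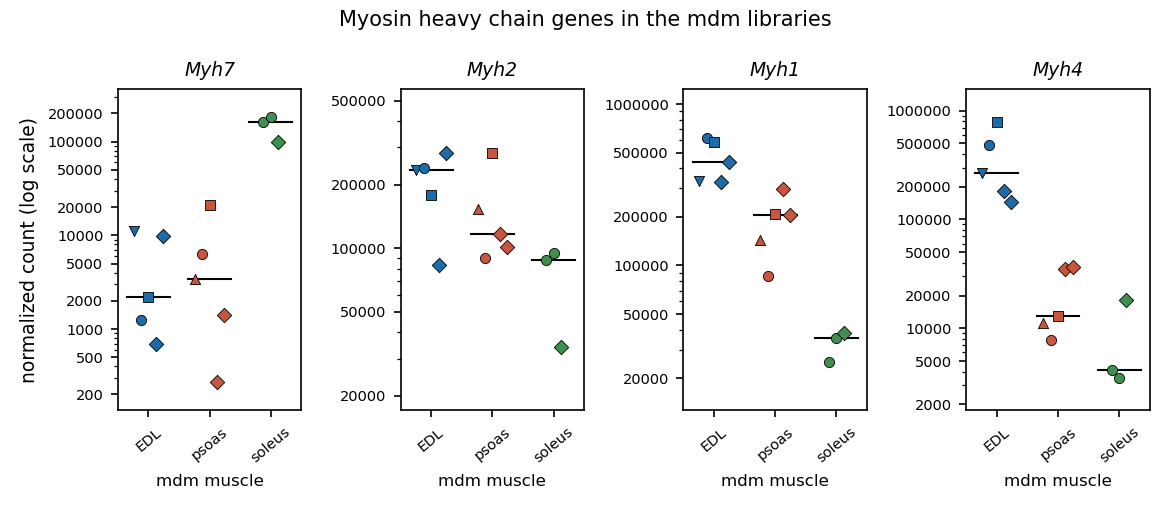
Normalized counts of Myh7, Myh2, Myh1 and Myh4 on a log axis, with 1 point per *mdm* library in EDL, psoas and soleus and a line at the median of each muscle. Shapes give the label code; the 3 soleus libraries lie above all others for Myh7 and below all EDL libraries for Myh1 and Myh4.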

Significant expression differences in major MYH isoforms were not observed in EDL (significant level 0.01), even though the Myh4 (which encodes the fast glycolytic MYH-2B isoform) showed a trend towards downregulation. However, *mdm* psoas showed significant upregulation of Myh7 (a slow myosin isoform) and downregulation of Myh4 genes compared to wild-type expression levels. Likewise, in *mdm* soleus, Myh1 and Myh2 showed significant downregulation compared to wild-type soleus. 

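In *mdm* psoas, the normalized count of Myh4 was 20763 ± 13960 (SD, n = 5), lower in each of the 5 libraries than in every *mdm* EDL library. The log2 fold change of psoas against EDL was −4.18 (standard error 0.688, adjusted p = 0.00223, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed past the limit in all fits that left out 1 library. It was −5.94 within each of the label codes T4 and T5, which give 1 library per muscle, and −2.18 within T6. Myh7 had 6474 ± 8413 normalized counts in *mdm* psoas (SD, n = 5), from 271.0 to 20950. Its log2 fold change against EDL, 0.38 (standard error 0.911, adjusted p = 0.804 from the same test), was within the variation between replicates. The sign rested on 1 library, since without psoas replicate 3 it was −0.79 (adjusted p = 0.559), and it differed between the label codes, with 2.35 within T4, 3.27 within T5 and −2.07 within T6. Myh1 in psoas, at 188327 ± 78790 (SD, n = 5), was lower than in EDL with a log2 fold change of −1.30 (standard error 0.346, adjusted p = 0.0195), short of the limit. DESeq2's Wald test placed it past the limit (adjusted p = 0.000363), and over the alternatives the adjusted p went up to 0.0494.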

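*Mdm* soleus had 33149 ± 6893 normalized counts of Myh1 and 72375 ± 33330 of Myh2 (SD, n = 3 each). Against *mdm* EDL, the log2 fold change of Myh1 was −3.80 (standard error 0.473, adjusted p = 0.000993, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without soleus replicate 1 (−3.64, adjusted p = 0.0159) and without soleus replicate 2 (adjusted p = 0.0100). For Myh2 the log2 fold change against EDL was −1.49 (standard error 0.508, adjusted p = 0.144 from the same test). Against *mdm* psoas, Myh1 had a log2 fold change of −2.50 (standard error 0.440, adjusted p = 0.0195), and Myh2 one of −1.03 (standard error 0.497, adjusted p = 0.409). Within the label codes, Myh1 in soleus stood at −4.37 (T4) and −3.32 (T6) against EDL, and at −1.53 and −2.69 against psoas. Myh2 stood at −1.39 and −2.17 against EDL, and at 0.03 and −1.67 against psoas. Myh7 had 147261 ± 43370 normalized counts in soleus (SD, n = 3), a log2 fold change of 4.89 against EDL (standard error 1.115, adjusted p = 0.0261), and Myh4 had 8619 ± 8301 (SD, n = 3), one of −5.44 (standard error 0.920, adjusted p = 0.0066). Without soleus replicate 1 the adjusted p of Myh4 was 0.0426, and without EDL replicate 2, EDL replicate 3 or soleus replicate 2 it was also above 0.01. The call was lost as well with the label code as a block (adjusted p = 0.0134) and in a fit of only EDL and soleus (adjusted p = 0.0107), while the lowest adjusted p over the alternatives was 3.67e-09. DESeq2's Wald test called Myh7 against EDL (adjusted p = 0.000501) and Myh1 against psoas (adjusted p = 6.48e-09), where the alternatives went up to 0.079 and 0.15. It also called Myh7 against psoas (adjusted p = 0.0047, up to 0.265 over the alternatives).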

Slow twitch fibers rely on more oxidative metabolic pathways while fast-twitch muscles use more glycolytic metabolism. The collective effect of the observed changes suggests a tendency to express myosin heavy chains that have a more oxidative phenotype in *mdm* muscles. Hessel et al. [23] suggested that major changes in Myh expression profiles in *mdm* muscles were unlikely due to absence of any significant alterations in twitch:tetanus ratio or maximum shortening velocity between the genotypes, consistent with our observations, where the expression changes in MYH isoforms were not universally consistent across muscles.

**Fig. 2:**
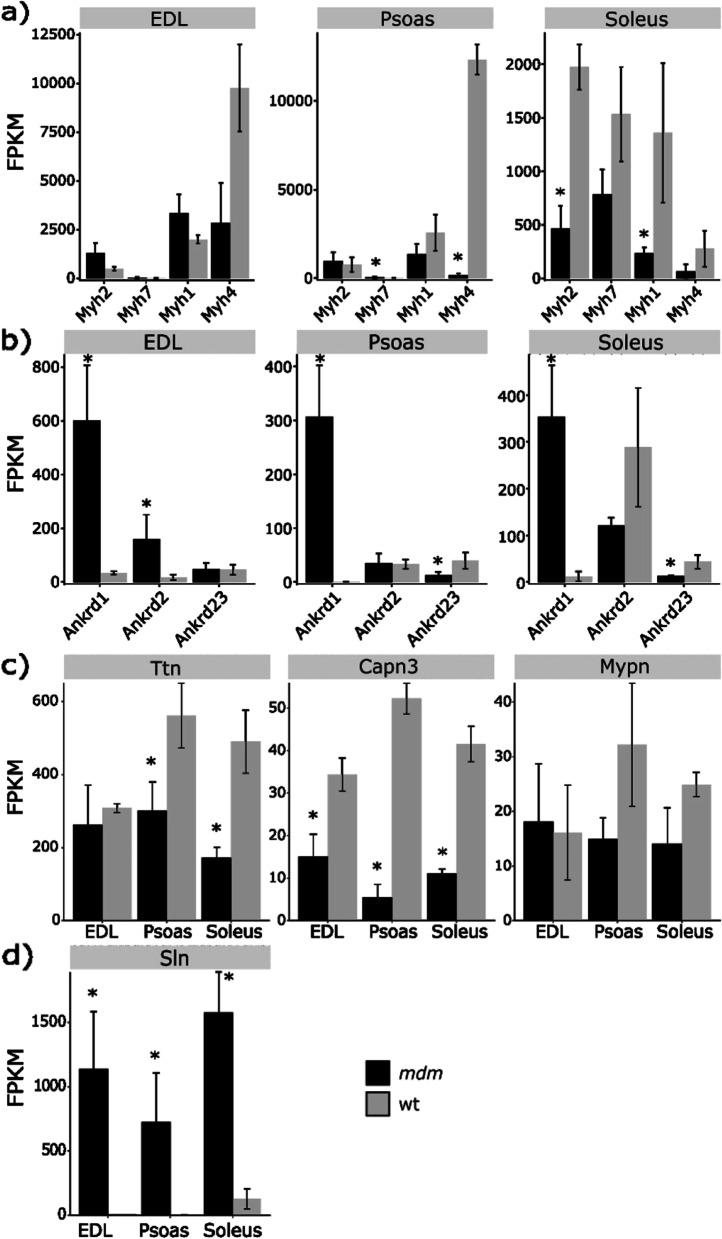
Expression variation of myosin heavy chain (Myh), muscle ankyrin repeat proteins (MARP-CARP(Ankrd1)/ARPP(Ankrd2)/DARP(Ankrd23)), titin (Ttn), Caplain 3 (Capn3), myopalladin (Mypn), and Sarcolipin (Sln) genes in *mdm* vs wild-type muscles. **a** oxidative myosin heavy chains were preferentially expressed over glycolytic myosins in *mdm* EDL, psoas, and soleus but no significant expression difference was found in EDL at the 99% significant level. **b** CARP/Ankrd1 was > 18.7 fold upregulated in all three muscles. A significant expression difference of ARPP/Ankrd2 was only observed in *mdm* EDL (*p*-adj < 0.01). DARP/Ankrd23 was downregulated in *mdm* psoas and soleus. **c** Titin was downregulated in both *mdm* psoas and soleus, but no significant expression difference was observed in *mdm* EDL at the 99% significant level. A 2.8-fold downregulation in Capn3 was observed in *mdm* EDL, psoas and soleus, but Mypn expression was consistent between genotypes. (*p-adj < 0.01). **d** Sarcolipin shows the largest expression change in fast muscles (log2 fold changes – EDL (8.6), psoas (8.9), soleus(3.9))

Because the *mdm* deletion occurs in the titin (Ttn) binding region for MARP (Ankrd1/CARP, Ankrd2/ARPP, Ankrd23/DARP), myopalladin (Mypn), and Calpain 3 (Capn3), we hypothesized that altering the binding site for these proteins might impact the signaling related to expression of these genes. While the downregulation of Capn3 and the upregulation of CARP/Anked1 were consistent across the three *mdm* muscles, *Ttn*, ARPP/Ankrd2, and DARP/Ankrd23 expression varied among muscles (Fig. 2b, c). 

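Capn3 (ENSMUSG00000079110, chromosome 2 of GRCm38, 120456019 to 120504913) had 1643 ± 587 normalized counts in *mdm* EDL (SD, n = 5), 587 ± 343 in *mdm* psoas (SD, n = 5) and 1207 ± 121 in *mdm* soleus (SD, n = 3). It was lower in every psoas library than in every EDL library, with a log2 fold change of −1.49 (standard error 0.378, adjusted p = 0.0159, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without psoas replicate 4 this passed the limit of the study (−1.81, adjusted p = 0.0079), as it did with DESeq2's Wald test (adjusted p = 0.000881) and with limma on the normalized counts (adjusted p = 0.00849), and over the alternatives the adjusted p went up to 0.0469. The difference was −2.71, −1.90 and −0.49 within label codes T4, T5 and T6. The log2 fold change of soleus was −0.45 against EDL (standard error 0.433, adjusted p = 0.705) and 1.05 against psoas (standard error 0.419, adjusted p = 0.323).

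Ankrd1 (ENSMUSG00000024803, chromosome 19, 36111961 to 36120099) had 23140 ± 7987 normalized counts in EDL (SD, n = 5), 11818 ± 3693 in psoas (SD, n = 5) and 13611 ± 4265 in soleus (SD, n = 3). As FPKM, computed from the normalized counts with the exon length of GENCODE release 21 and known only up to 1 factor common to all genes, its level was 382 ± 132 in EDL, 195 ± 61.0 in psoas and 225 ± 70.4 in soleus. No pair of muscles passed the limit. The log2 fold change was −0.97 in psoas against EDL (standard error 0.293, adjusted p = 0.0339 from the same test) and −0.76 in soleus against EDL (standard error 0.344, adjusted p = 0.308). For soleus against psoas it was 0.21 (standard error 0.333, adjusted p = 0.806), and without soleus replicate 3 it turned to −0.07. Within the label codes the difference of psoas from EDL was −0.77, −0.81 and −0.69.

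**Figure D3:**
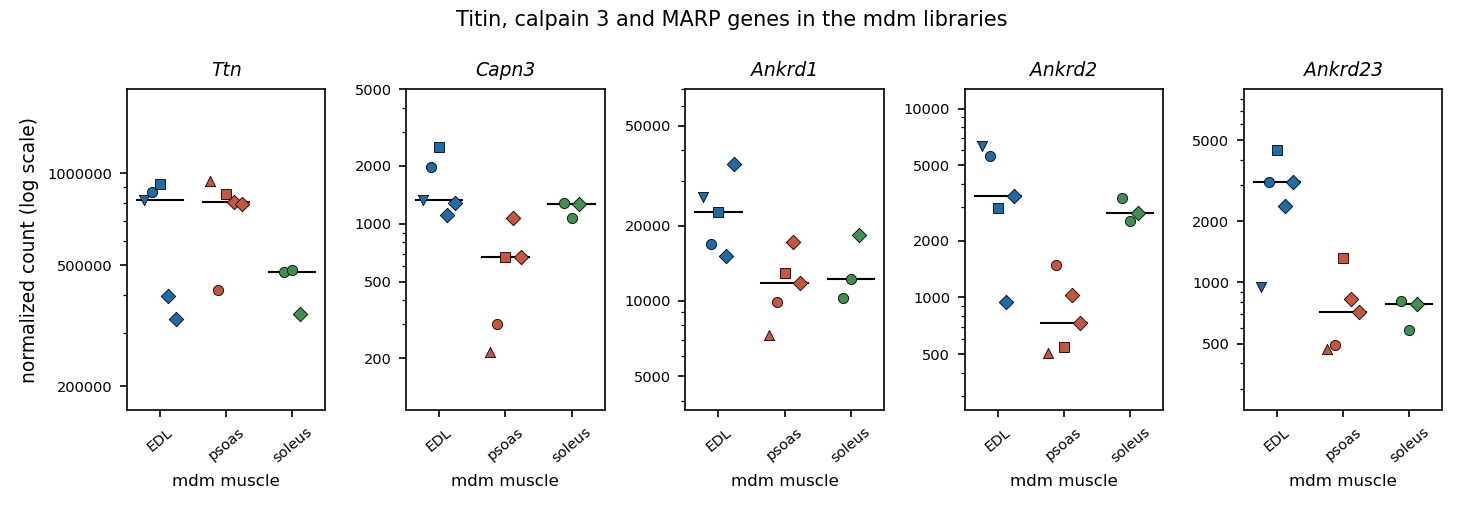
Normalized counts of Ttn, Capn3, Ankrd1, Ankrd2 and Ankrd23 on a log axis, with 1 point per *mdm* library in EDL, psoas and soleus and a line at the median of each muscle. Shapes give the label code; for Ttn, the 2 lowest EDL points are the T6 libraries and the lowest psoas point is replicate 2.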

*Ttn* and DARP/Ankrd23 were downregulated in *mdm* psoas and soleus, while EDL did not show a significant expression difference. 

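The mean normalized count of Ttn was 666923 ± 279800 in *mdm* EDL (SD, n = 5), 762506 ± 203900 in *mdm* psoas (SD, n = 5) and 434463 ± 76490 in *mdm* soleus (SD, n = 3). The log2 fold change was 0.19 in psoas against EDL (standard error 0.358, adjusted p = 0.752, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −0.62 in soleus against EDL (standard error 0.422, adjusted p = 0.55) and −0.80 in soleus against psoas (standard error 0.425, adjusted p = 0.449). None of these differences was detectable with this number of libraries. Libraries of 1 muscle lay far apart, since EDL replicates 1 to 3 had between 816224 and 920097 counts and EDL replicates 4 and 5 no more than 394844. Psoas replicate 2 had 414645 counts, and the other 4 psoas libraries at least 793125. The difference between psoas and EDL was −1.07 within label code T4, −0.11 within T5 and 1.14 within T6.

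Ankrd23 (ENSMUSG00000067653, chromosome 1, 36530188 to 36536883) had 2810 ± 1284 normalized counts in EDL (SD, n = 5), 767 ± 346 in psoas (SD, n = 5) and 728 ± 124 in soleus (SD, n = 3). In psoas its log2 fold change against EDL was −1.88 (standard error 0.372, adjusted p = 0.00533 from the same test), and the groups overlapped because EDL replicate 1 had 952.9 counts. Leaving out any of 7 libraries lost the call, the most without psoas replicate 2 (adjusted p = 0.0161), and so did a fit of only EDL and psoas (adjusted p = 0.0108), while the lowest adjusted p over the alternatives was 1.1e-05. Within the label codes it was −2.65 (T4), −1.76 (T5) and −1.82 (T6). Soleus had a log2 fold change of −1.95 against EDL (standard error 0.452, adjusted p = 0.0283), which passed the limit without EDL replicate 1 (−2.17, adjusted p = 0.0092). It was also past the limit with DESeq2's Wald test (adjusted p = 0.000222) and with the label code as a block (adjusted p = 0.00281), and over the alternatives the adjusted p went up to 0.14. Between soleus and psoas the log2 fold change was −0.07 (standard error 0.418, adjusted p = 0.958), and its sign changed without psoas replicate 3 (0.22) and without soleus replicate 2 (0.06).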

Lower levels of titin mRNA in *mdm* psoas and soleus is likely linked to LINE insertion triggered mRNA destabilization, rather than a direct expression downregulation in the gene [26, 27]. The titin gene also undergoes a series of alternative splicing events due to *mdm* deletion, which are described in a complementary paper [28]. 

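Ankrd2 (ENSMUSG00000025172, chromosome 19 of GRCm38, 42036000 to 42045110) had 3861 ± 2161 normalized counts in *mdm* EDL (SD, n = 5), 857 ± 402 in *mdm* psoas (SD, n = 5) and 2899 ± 418 in *mdm* soleus (SD, n = 3). Psoas was lower than EDL with a log2 fold change of −2.18 (standard error 0.433, adjusted p = 0.00545, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1 EDL library, replicate 4, lay among the psoas libraries at 942.1 counts. Leaving out any of 8 libraries raised the adjusted p above 0.01, the most without psoas replicate 1 (0.0145), and so did a fit of only EDL and psoas (0.0118), while the lowest adjusted p over the alternatives was 6.01e-06. Within label codes T4, T5 and T6 the difference was −1.92, −2.44 and −1.06. Soleus had a log2 fold change of −0.41 against EDL (standard error 0.485, adjusted p = 0.765 from the same test) and of 1.77 against psoas (standard error 0.469, adjusted p = 0.129). Against EDL, the sign within the label codes differed, with −0.94 within T4 and 0.63 within T6.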

ARPP/Ankrd23 was only upregulated in the *mdm* EDL. Witt et al. [123] have previously reported upregulation in CARP and ARPP transcript levels, and no significant expression differences in Capn3 transcripts in *mdm* muscles. In contrast, lower Capn3 protein levels have been reported for *mdm* muscles in other studies [5, 29], which is thought to result from autolysis of free Capn3 [1, 5]. We suggest that lower Capn3 expression levels likely occur as a response to its autolysis and repression of titin mRNA translation over time since the *mdm* mice used in the current study were comparatively older than the 24-day old mice used by Witt et al. [12]. The younger age of the mice in the Witt study meant that they had not fully developed disease symptoms or the characteristic drop in the active force generation. Myopalladin expression levels showed no significant changes in *mdm* muscles (significance level 0.01).

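Mypn (ENSMUSG00000020067, chromosome 10 of GRCm38, 63115795 to 63203952) had 2060 ± 1228 normalized counts in *mdm* EDL (SD, n = 5), 1697 ± 459 in *mdm* psoas (SD, n = 5) and 1601 ± 764 in *mdm* soleus (SD, n = 3). No difference between *mdm* muscles was detectable. The log2 fold change was −0.29 in psoas against EDL (standard error 0.393, adjusted p = 0.649), −0.36 in soleus against EDL (standard error 0.459, adjusted p = 0.782) and −0.07 in soleus against psoas (standard error 0.455, adjusted p = 0.959, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sign of the first changed without EDL replicate 2 (0.03), and that of the last without soleus replicate 3 (0.26) and without psoas replicate 3 (0.06). Within label codes T4, T5 and T6, psoas differed from EDL by −1.59, −0.42 and 0.57.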

One of the most interesting observations was intense elevation in Sarcolipin (Sln) expression in *mdm* muscles. Sarcolipin (Sln), a sarcoendoplasmic reticulum calcium ATPase, showed a large upregulation in *mdm* muscles compared wild types (Fig. 2d). This is apparent in the volcano plots, where Sln has the highest positive shift in the two fast muscles, EDL and psoas. This expression change was > 8.62 -log2fold in fast *mdm* muscles compared to that of wild type muscles and it was 3.9 -log2fold in *mdm* soleus compared to wild type soleus.

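Sln (ENSMUSG00000042045, chromosome 9 of GRCm38, 53850164 to 53854560) had 12745 ± 5066 normalized counts in *mdm* EDL (SD, n = 5), 8091 ± 4363 in *mdm* psoas (SD, n = 5) and 17725 ± 3553 in *mdm* soleus (SD, n = 3). Every *mdm* library had at least 4726 normalized counts. With the exon length of 1318 bases that GENCODE release 21 gives, the level came to 461 ± 183 FPKM in EDL (SD, n = 5), 292 ± 158 in psoas (SD, n = 5) and 641 ± 128 in soleus (SD, n = 3). With size factors computed from the 13 *mdm* libraries alone these levels were 569, 357 and 783 FPKM. Over all 13 *mdm* libraries the mean normalized count was 12104 ± 5638 (SD, n = 13), and the paper's mean of Sln over all of its libraries in Table S1 implies a wild-type mean of 589. This wild-type mean pools soleus with EDL and psoas, and the paper's fold change is much larger in EDL and psoas than in soleus. The pooled mean therefore does not give the wild-type level of the fast muscles. Differences between *mdm* muscles did not pass the limit, with a log2 fold change of −0.65 in psoas against EDL (standard error 0.355, adjusted p = 0.213, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.48 in soleus against EDL (standard error 0.404, adjusted p = 0.644) and 1.14 in soleus against psoas (standard error 0.400, adjusted p = 0.253). Psoas was below EDL within each label code, by −0.71 (T4), −0.26 (T5) and −1.07 (T6), and soleus stood above EDL within T4 and by 0.38 within T6.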

It is also worth noting that discrepancies between this study and Witt et al. [12] could be arising due to differences in experimental design. They used a heterogeneous mixture of RNA, which was extracted from a pool of quadriceps and triceps surae skeletal muscles. In this study, we analyzed EDL, psoas, and soleus muscles independently, so that we can refine our study into individual muscle level. All the muscle dissections were extracted from older mice exhibiting well-developed *mdm* symptoms.

### Mitochondrial-associated genes are downregulated in *mdm* muscles

To understand the cellular functions associated with the differentially expressed genes (DEG) identified from each *mdm* and wildtype comparison, we subset out the DEGs from the expression gene set and k-means clustering was carried out (Fig. 3a). Subsequent gene ontology analysis for each cluster is summarized and shown in Fig. 3b (Full analysis is found in SI table S4). Simultaneously, the DEG sets from each muscle were separated out into up- and down-regulated genes, and mapped to ontology terms. The GO terms summaries for each subset are shown in Figure S1 (*mdm* EDL), Figure S2 (*mdm* psoas), and Figure S3 (*mdm* soleus). The obtained results demonstrated that signal transduction, structural components of myocytes, cellular development, and morphogenesis were among the most upregulated terms associated with all three muscles (Figure S3a, S4a, S5a). Associated signal transduction pathways (Figures S4 and S5) show that the p53 signaling pathway was associated with upregulated genes identified from all three muscles. This pathway is activated as a stress response to cellular events like DNA damage, impairments in the thermal regulation or hypoxia [30] and the latter event is linked to cell cycle arrest, cellular senescence, or apoptosis.

**Fig. 3:**
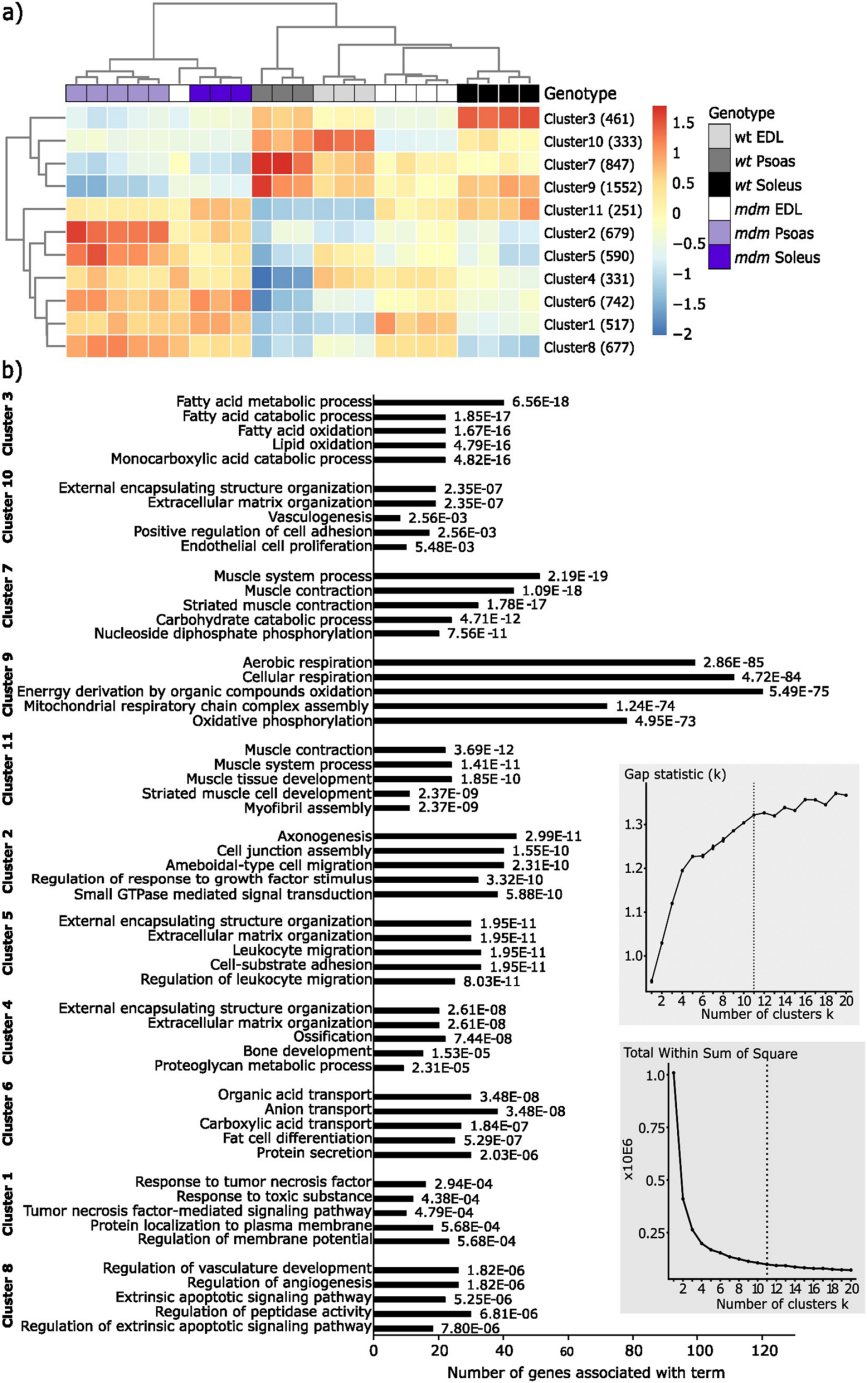
**a** K-means clustering of 6980 differentially expressed genes (*p*-adj < 0.01; absolute log2 fold change >  = 1) identified from mdm vs wild type comparisons in EDL, psoas and soleus. **b** Top 5 GO terms associated with each cluster, when sorted by adjusted *P*-value (shown at right to each bar). Each cell in the clustering heatmap is colored based on the respective Z-value associated with cluster mean. Red = higher expression levels compared to mean expression of gene; Blue = lower expression levels compared to the mean expression of the gene. Optimal number of k-means clusters was determined as 11 based on the maximum gap statistics and minimum within sum of square values calculated for k = 1 to k = 20 (insets)

A clear association of downregulated genes in *mdm* with mitochondrial genes was observed in the GO analysis (Figs. 3, S1b, S2b, S3b). Miyano et al. [6] predicted weaker oxidative energy metabolism in *mdm* mice and pathways analysis of the downregulated genes in our study indicated the potential for similar changes in cellular energy status in all three muscles (Figure S5). A majority of the downregulated genes in *mdm* psoas were associated with the TCA cycle and respiratory electron transportation, glycolysis, gluconeogenesis, pyruvate metabolism, ATP synthesis by chemiosmotic coupling, heat production by uncoupling proteins, oxidative phosphorylation, electron transport chain, and thermogenesis (S2b, S3b). In contrast, the downregulated genes in *mdm* EDL were related to glycogen metabolism, collagen biosynthesis, and nucleotide metabolism (Figure S1b), and no direct link to oxidative energy metabolism was observed.

Genes associated with ECM organization and collagen biosynthesis were enriched in the downregulated genes of *mdm* EDL (Fig. 3, Figure S1b), while ECM related genes were upregulated in *mdm* psoas and soleus (Fig. 3, Figures S2b, S3b). These observations are especially interesting as the ECM-associated genes that show differential expression in the two fast muscles (EDL and psoas) have opposing gene expression patterns in response to the *mdm* deletion*.* K-means clustering shown in Fig. 3 highlights the complex expression pattern in ECM associated genes (Clusters 4, 5 and 10) among three *mdm* muscles, and the repression in cellular energy and respiration associated gene expression levels in *mdm* muscles.

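The log2 CPM of the 42 collagen alpha chain genes tested were averaged into 1 score per library. This score was 4.41 ± 0.236 in *mdm* psoas (SD, n = 5), 3.96 ± 0.549 in *mdm* EDL (SD, n = 5) and 4.18 ± 0.196 in *mdm* soleus (SD, n = 3). In psoas against EDL, the median log2 fold change of the genes was 0.80, with 28 of the 42 higher in psoas (adjusted p = 0.0118, limma's camera test with a preset correlation of 0.01 between genes, Benjamini-Hochberg adjustment over 15 set tests). The call depended on the test and on 1 library. It was lost with limma's fry test (adjusted p = 0.164), with camera's estimated correlation (adjusted p = 0.472) and without EDL replicate 3 (median 0.62, adjusted p = 0.0799), whose score of 3.00 lay far below the other EDL libraries. Over the alternatives the adjusted p ran from 0.00152 to 0.472. The scores themselves differed by 0.45 (exact permutation test, two-sided, p = 0.07937, adjusted p = 0.2232 over the same 15 comparisons). Within label codes T4, T5 and T6, psoas exceeded EDL by 0.62, 1.04 and 0.29. Soleus against EDL had a median of 0.39 (adjusted p = 0.184 from camera) and soleus against psoas one of −0.23 (adjusted p = 0.0655). The latter passed the limit for sets, an adjusted p of 0.05, with the label code as a block (−0.40, adjusted p = 0.00061) and without psoas replicate 1, psoas replicate 3 or soleus replicate 2 (adjusted p = 0.0411, 0.0176 and 0.0179), and went up to 0.54 over the alternatives.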

Given the evidence of titin’s link to mitochondrial bioenergetics [31], and predictions made by Miyano et al. [6] on impaired oxidative phosphorylation in *mdm* muscles based on reduced thermogenic capacity, along with significant downregulated in oxidative respiration and cellular energy homeostasis associated genes in the current study, we expanded our investigation of mitochondrial association in *mdm* muscles.

### Impairments in mitochondrial respiratory complex1 and mitochondrial proteins synthesis play a central role in *mdm*

To identify primary drivers of strong directional expression response in energy metabolism-associated functions, a weighted gene co-expression network analysis (WGCNA, [32]) was carried out (Fig. 4). Based on the similarity of the expression profiles, 19 gene modules were identified overall with four modules (turquoise, blue, yellow, and red) having module significance > 0.5 and these modules were identified as highly correlated to the *mdm* genotype. Out of four selected modules, eigengenes of the blue and turquoise modules showed a higher absolute correlation to the disease genotype (blue = 0.93, turquoise = -0.86, yellow = 0.68, and red = 0.69), and therefore these modules were selected for additional analysis. Pathway analysis was carried out only for the differentially expressed genes in the blue and turquoise modules (*p*-value = 0.01) as we were particularly interested in identifying altered expression patterns having strong correlation to the *mdm* mutation*.*

**Fig. 4:**
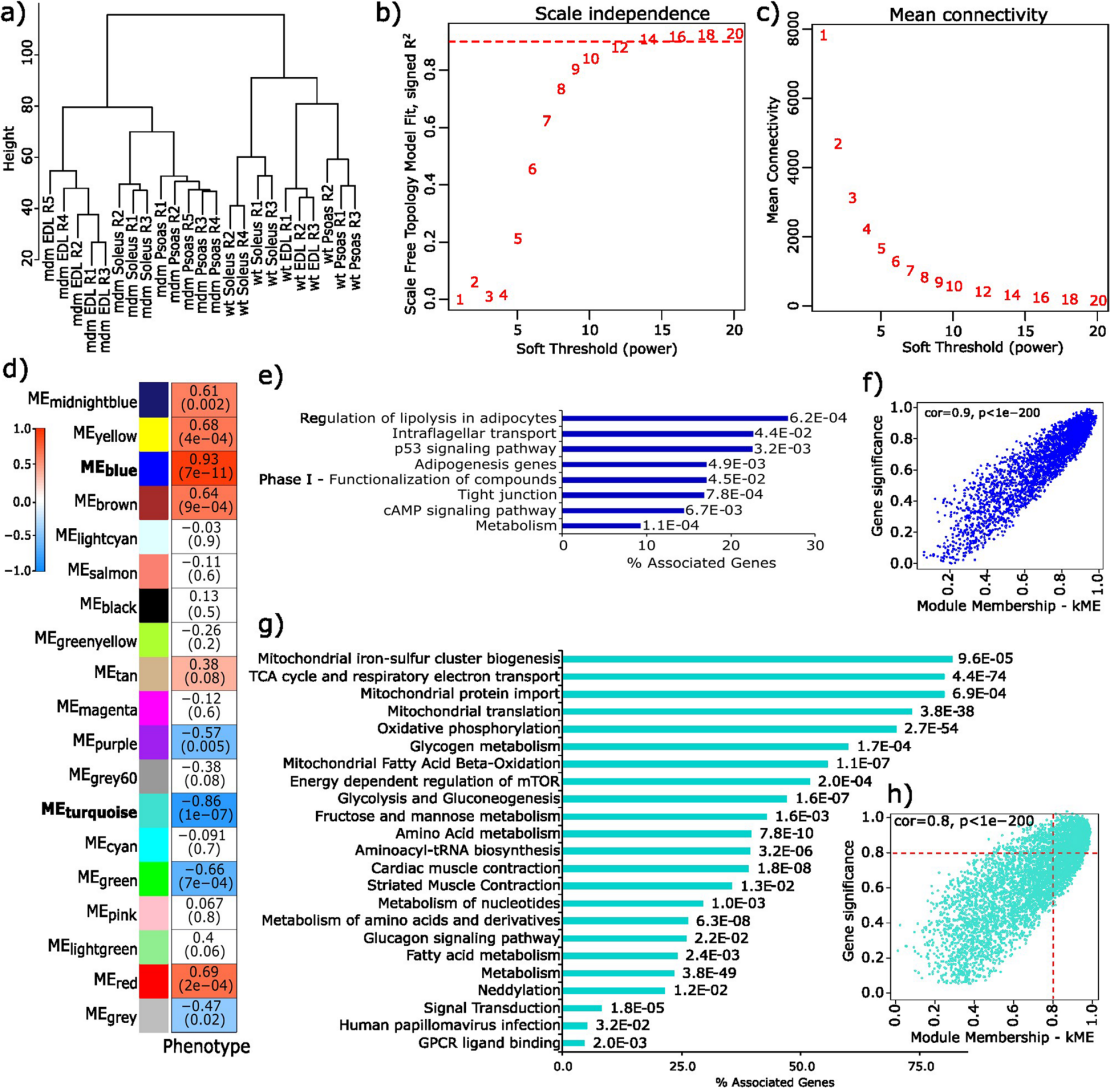
Genes associated with cellular energy metabolism are correlated with the mdm genotype and are highly interconnected. **a**) Sample clustering shows no outlies in the dataset. Two major clusters separated mdm from WT samples, while replicates of each muscle group cluster with each other. **b**-**c**) Power screening for network construction. **b**) Scale free topology (network independence) fluctuation, and **c**) mean connectivity variation based on different power values. **d**) Heatmap of module eigengenes (ME) correlation to the genotype (mdm/wild type). In each cell, the p-values associated with the calculated correlation are enclosed in parentheses. Overview of pathway analysis associated with the differentially expressed genes in **e**) blue, and **g**) turquoise modules. Bars show the percentage of genes associated with each enriched pathway in the module as a fraction of total annotated genes. Adjusted p-value of selected terms are shown at the right side of the bars. Distribution of individual gene significance to genotype, and module membership of genes in **f**) blue, and **h**) turquoise module

Gene expression profiles from turquoise module showed a strong negative correlation to *mdm,* and the metabolism and energy homeostasis associated pathways were the primary source of this correlation. To identify the core genes responsible for this outcome in the turquoise module, hub genes with the highest connectivity were identified based on the individual gene significance to genotype (GS > 0.8) and the module membership (kME > 0.8). A protein–protein interaction network was created for the differentially expressed hub genes to identify putative genes having a strong effect on impaired energy metabolism in *mdm* mice. The resulting network was highly populated with 1510 nodes and 5516 edges, so this data set was further reduced to identify the most connected nodes in the network using MCODE. The genes in this subnetwork were chosen as the control centers with a strong bearing on impaired energy metabolism in *mdm* mice (Fig. 5).

**Fig. 5:**
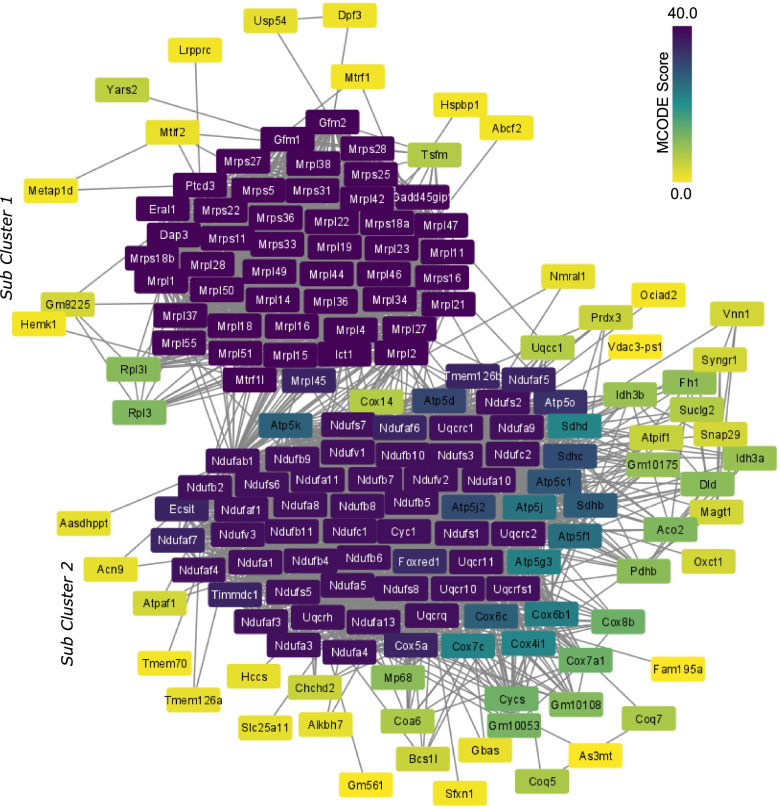
Mitochondrial respiratory complex I and ribosomal protein synthesis associated genes are the putative drivers of the poor energy status of *mdm* muscles. Hub genes identified from the protein–protein interaction (PPI) network were generated for the differentially expressed genes in the turquoise module with gene significance > 0.8, and the module membership > 0.8. The PPI network was created using STRING database. Dark blue denotes highest connectivity, and yellow stands for the least connectivity in the selected hub genes. Colors are based on the connectivity scores calculated by MCODE application in Cytoscape

The genes in the selected subnetwork can be grouped into two classes based on function: 1) mitochondrial ribosome and translation; or 2) mitochondrial respiration and respiratory complex assembly. Most of the genes in the first group were mitochondrial ribosomal protein-coding genes (MRP), and the second group was populated with the NADH: ubiquinone oxidoreductase subunit (mitochondrial respiratory chain complex I) associated protein-coding genes (NDU), Genes in sub-cluster 2 were enriched in mitochondrial oxidative phosphorylation complex I (NADH: ubiquinone oxidoreductase complex), mitochondrial respiratory chain complex III (Ubiquinol-Cytochrome C Reductase subunit), and mitochondrial respiratory chain complex V (ATP Synthase Subunit). Gene ontologies and expression heatmaps associated with each gene subset are shown in Fig. 6. The above observations align with mitochondrial myopathies primarily caused by defects in the respiratory mechanism due to enzyme deficiencies or structural changes [33].

**Fig. 6:**
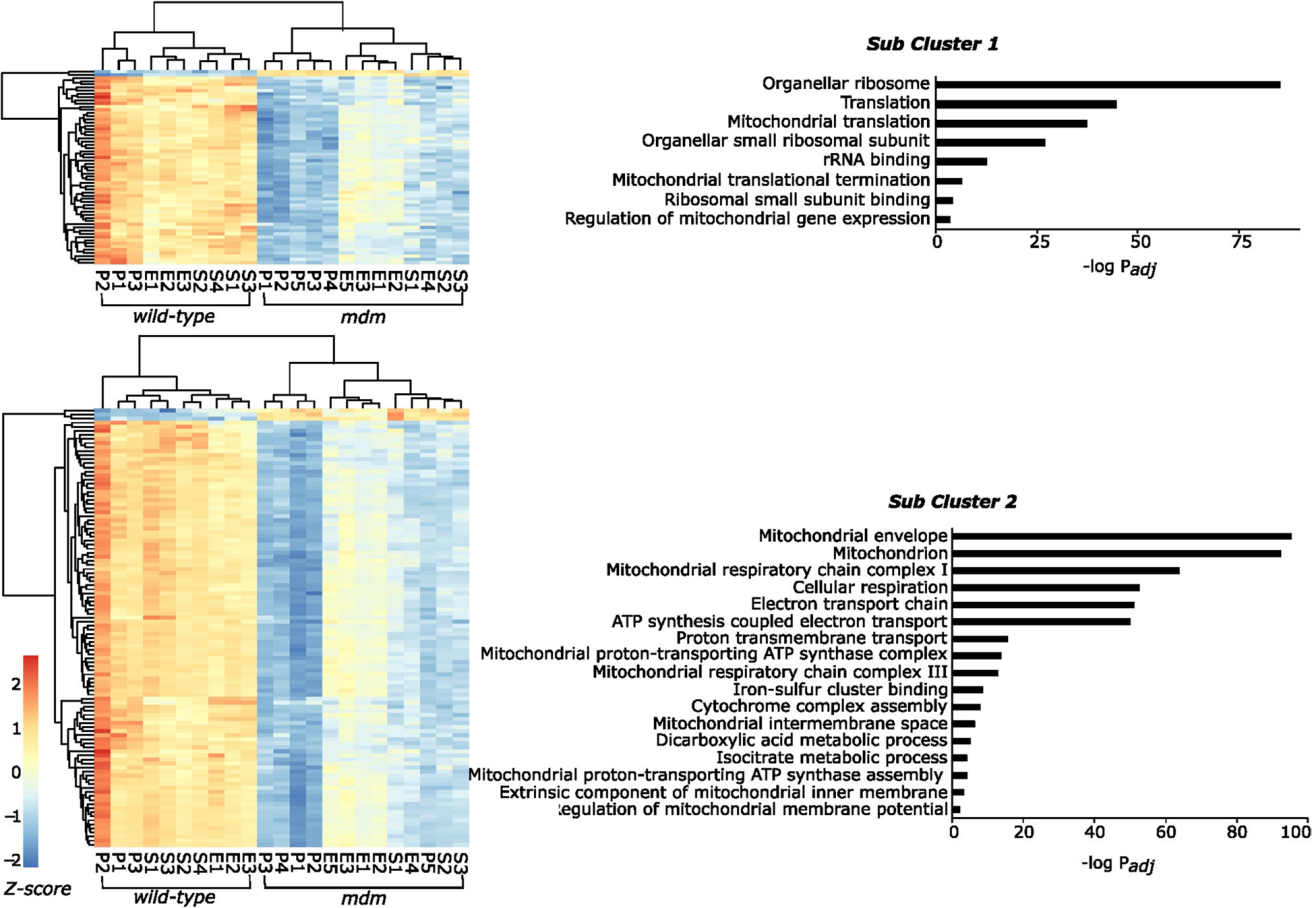
Expression heatmaps and gene ontologies associated with the most connected hub genes in the turquoise module based on their protein-protein interactome. The genes and their connectivity in the protein-protein interaction network is shown in Fig. 5. Genes in the Sub Cluster 1 were associated with mitochondrial protein translation, and the genes in the Sub Cluster 2 were enriched in mitochondrial energy metabolism associated GO terms. Gene ontology analysis was carried out using the ClueGo application in Cytoscape (*p*-adj <0.05). All selected genes showed a clear downregulation in mdm muscles, where psoas showed the most significant response. The column names at the bottom of the heat maps identifies the sample replicates; E-EDL, P-psoas, and S-soleus, followed by the replicate number

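Of the gene groups at the hubs of the network, subunit genes of complex I (39 genes tested), complex III (9) and complex V (17) and genes of mitochondrial ribosomal proteins (77) were compared between the *mdm* muscles. The mean log2 CPM of the complex I genes was 7.06 ± 0.301 in *mdm* EDL (SD, n = 5), 5.99 ± 0.540 in *mdm* psoas (SD, n = 5) and 6.56 ± 0.280 in *mdm* soleus (SD, n = 3). In psoas against EDL, the median log2 fold change was −1.03 for complex I (adjusted p = 1.6e-17 from limma's camera test with Benjamini-Hochberg adjustment), −0.85 for complex III (adjusted p = 4.5e-05), −1.02 for complex V (adjusted p = 3.58e-09) and −0.60 for the mitochondrial ribosome (adjusted p = 1.53e-15). All genes of the 3 complexes and 76 of the 77 ribosomal genes were lower in psoas than in EDL. These calls also held with limma's fry test, and none of the calls between soleus and another muscle did. No set kept its call with camera's estimated correlation, with an adjusted p of 0.417 for each of the 4 sets in psoas against EDL.

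An exact permutation test of the mean scores (two-sided) gave a difference of −1.07 for complex I, −1.04 for complex V and −0.62 for the mitochondrial ribosome, each with p = 0.007937, the smallest p that 5 libraries against 5 allow, and an adjusted p of 0.03968. Complex III differed by −0.96 (exact permutation test, p = 0.01587, adjusted p = 0.05951). Within label codes T4, T5 and T6, complex I was lower in psoas than in EDL by −1.27, −1.25 and −0.68, and the mitochondrial ribosome by −0.73, −0.68 and −0.42. Genes that all muscle fibres express were lower in psoas too, since the mean log2 CPM of 12 such genes differed by −0.81 (standard error 0.286; exact permutation test, two-sided, p = 0.03175). Genes matched to the set genes in length, GC content and mean count had a median log2 fold change of −0.31. Soleus lay between the other muscles, with a median of −0.53 for complex I against EDL (adjusted p = 2.66e-08 from camera) and of 0.47 against psoas (adjusted p = 9.48e-11). The exact permutation test of the mean scores called neither, with a difference of −0.50 from EDL (two-sided, p = 0.08929, adjusted p = 0.2232) and of 0.57 from psoas (p = 0.1786, adjusted p = 0.2435).

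**Figure D4:**
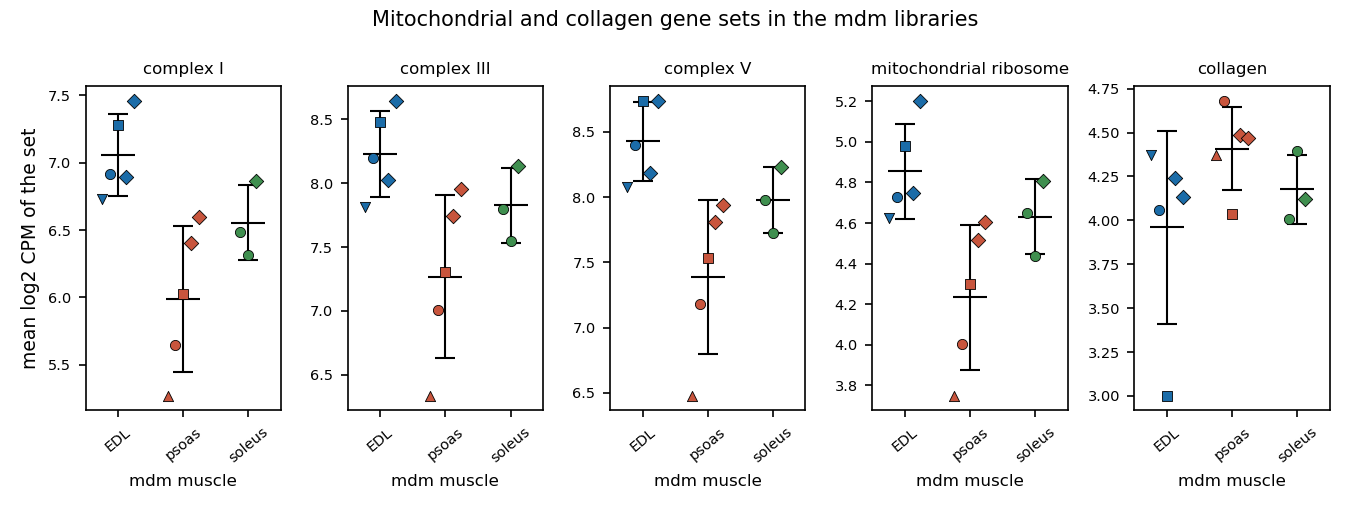
Mean log2 CPM of the genes of complexes I, III and V, of the mitochondrial ribosome and of the collagens, with 1 point per *mdm* library in EDL, psoas and soleus and bars for the mean ± SD of each muscle. Complex I has means of 7.06, 5.99 and 6.56 in EDL, psoas and soleus.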

## Discussion

Muscular dystrophy with myositis (*mdm*) is an important mouse model to study titin function in skeletal muscles as it affects a key active stiffness modulator in activated muscles [1, 25]. Although symptoms overlap with many common muscle diseases, the molecular signatures seen in *mdm* muscles do not align with common phenotypic changes found in muscular dystrophy [1]. The current study attempts to improve our understanding of the *mdm* phenotype as means of improving our understanding of titin’s function and titinopathies.

There was no evidence to demonstrate a severe expression shift in MYH isoforms in *mdm* EDL or soleus, suggesting that the *mdm* mutation does not trigger fiber type switching. This observation indicates that *mdm* mutation induced changes are highly subjective to each skeletal muscle and are consistent with the findings of Hessel et al. [23] and Powers et al. [8]. In contrast, we observed consistent expression shifts in Ankrd1/CARP and Capn3 genes in *mdm* muscle compared to wild type levels, that are similar to the previous reports [12, 34], highlighting the importance of these genes in disease development.

The major observation of the study was that there was a strong response in mitochondrial protein coding genes, especially associated with protein complexes in mitochondrial respiratory chain in *mdm* muscles. *Mdm* mice show poor thermoregulation and frequent muscle tremor at ambient temperatures as well as severe impairments in both shivering and non-shivering thermogenesis [6, 10]. Heat produced from non-shivering thermogenesis, shivering thermogenesis, and futile calcium cycling contribute to the thermoregulation in skeletal muscles of endotherms, for which mitochondrial processes also plays an important role [33, 35]. Our results provide new insights into these previously observed deficiencies and their possible association to *mdm* pathology.

Of all the genes undergoing expression changes in the presence of the *mdm* deletion, the sarcolipin (Sln) gene showed the largest upregulation in fast *mdm* muscles compared to WT. Sln is an important intermediate transporter in futile Ca^2+^ transfer necessary for heat generation in muscle [36] and plays a role in both shivering and non-shivering thermogenesis [37, 38]. Expression of the Sln gene is developmentally regulated in rodents. Higher Sln levels are found in neonatal muscles, but expression decreases with age, particularly in fast muscles [36]. Upregulation of Sln in muscle diseases is a compensatory mechanism for higher energy demands and is linked to mitochondrial biogenesis and oxidative metabolism [22]. Higher level of Sln, similar to those reported here, were reported in a Duchenne muscular dystrophy (DMD) mouse model and in muscle atrophy, especially in glycolytic muscles [39]. Even a minor drop in the body temperature is enough to trigger expression of Sln in skeletal muscles, which acts as a marker for cellular efforts to improve muscle energetics and fatigue [38]. Based on the above evidence, we suggest that upregulation of Sln is an adaptive response to impaired thermoregulation in *mdm* muscles.

We observed a strong negative response in gene expression related to cellular energy metabolism and mitochondrial heat production, especially in psoas and soleus muscles. Differential gene expression analysis and the subsequent WGCNA showed a strong correlation between *mdm* genotype and genes associated with oxidative phosphorylation, glycolysis, and metabolism (Fig. 4). Most connected genes (hub genes) identified from the gene co-expression network analysis and the subsequent PIP network point to mitochondrial complex I, III and V coding genes (Fig. 6), which likely arise and accumulate at later stage in disease pathology. However, evidence supporting Capn3 deficiency being associated with poor mitochondrial health elsewhere [40] is an interesting detail that could imply a direct link between the strong response in mitochondrial associated genes to *mdm* mutation.

The second subset of hub genes identified from the PPI network encodes for proteins that are engaged in mitochondrial protein synthesis, where a majority of the genes were mitochondrial ribosomal protein (MRP) coding genes. Dysregulation of proteins associated with mitochondrial protein synthesis has been identified as a critical factor affecting oxidative phosphorylation [41]. Defects in mitochondrial energy production affect cell growth and development, and MRP deficiencies are linked to mitochondrial diseases [42]. Sarcopenia (muscle loss with age) and sedentary behavior are often accompanied by weak mitochondrial protein synthesis, lower enzyme levels associated with oxidative phosphorylation and electron transport chain, and impaired mitochondrial function [43]. Mitochondrial health is measured through metabolic indicators [43], thus the reduced metabolic rates observed in *mdm* mice [6] may associate with weaker mitochondrial health*.* Upregulation of p53 signaling also suggests the possibility of increased oxidative stress, and thus mitochondrial dysfunction [44], in *mdm* muscle.

Impairments in mitochondrial respiratory chain complexes are commonly observed with the progression of neuromuscular disorders [45]. While the *mdm* phenotype is not directly linked to mitochondrial genes, the downregulation of mitochondrial respiratory complex associated genes may occur as a secondary effect of the *mdm* deletion as discussed above. As we have observed *mdm* muscles having a propensity to develop a slow fiber type environment, and slow fibers have a higher demand for oxidative energy, the impairments in mitochondrial respiratory complex may interfere with complete of fiber type switching. This may explain why different studies have suggested contradicting models for slow myosin expression in *mdm* mice [9, 16, 23]. It is possible that *mdm* muscles contain a heterogenous mixture of fibers at different stages of disease development, that may lead to mixed signals in whole muscle investigations.

This study lays out a strong set of transcriptional changes seen in *mdm* muscles. Even though the primary genomic mutation associated with *mdm* is mapped to the Ttn gene, we were unable to draw evidence supporting titin as the primary culprit in the overall disease pathology. This suggests that the downregulation in titin gene in *mdm* psoas and soleus may be linked to mRNA destabilization due to the L1 retrotransposon-insertion in the primary mutation site. Such mutational events may prompt genomic and mRNA instability, which in turn leads to lower titin mRNA levels in *mdm* muscles, which could be identified as downregulation in gene expression. Insertional mutations by L1 retrotransposons are reported to be linked to muscle dystrophy in humans [46], and one such intronic insertion is found in dystrophin gene and among the mutational events causing DMD in humans [47].

## Conclusions

*Mdm* is primarily associated with a small deletion in the titin gene and thus *mdm* mice are an important model for studying titin’s function in skeletal muscles. In this comparative transcriptomic study, we were able to identify a series of complex transcriptomic changes that occur in *mdm* muscles. Response to the *mdm* deletion is highly variable among skeletal muscles, even within the same muscle-type category, unlike many common muscle diseases. Hence a uniform response pattern cannot be identified nor can be generalized based on the presence of the *mdm* deletion. We provide evidence showing severe impairments in the mitochondrial oxidative respiration and energy homeostasis in *mdm* muscles. Mitochondrial oxidative phosphorylation complexes I, III, and V associated genes and mitochondrial ribosomal protein-coding genes showed the strongest expression rearrangement due to *mdm* mutation at the climax of disease accretion. Strong upregulation seen in the sarcolipin gene further supports these claims. We also propose that the LINE-1 retrotransposon insertion in titin gene destabilizes its mRNA, which in turn disconnects titin from strong expression changes observed in cellular respiration and energy homeostasis in *mdm* muscles.

## Materials and methods

### Sample preparation

Muscle tissue was obtained from heterozygous B6C3Fe a/a-Ttn*mdm*/J mice originally obtained from the Jackson Laboratory (Bar Harbor, ME, USA) to establish a mouse colony in the animal care facility of Northern Arizona University, Flagstaff, AZ, USA. Mice were maintained at 12 h:12 h light: dark cycle in a temperature-controlled facility and fed ad libitum. The use of animals and the experimental protocol were approved by the Institutional Animal Care and Use Committee at NAU (Reference number:18–002). The number of mice used for the study was based on the availability of the required muscles as the samples were collected from mice euthanized for other experimental studies.

Whole muscles were surgically removed from mice between 29–54 days old. Three biological replicates for wild-type EDL, wild-type psoas, and *mdm* soleus, four biological replicates for wild-type soleus, and five replicates for *mdm* EDL and *mdm* psoas muscles were isolated from a total of 14 conscious mice sacrificed under 0.5 ml of isoflurane gas in a euthanization chamber. After extraction, muscles were stored in RNAlater™ stabilization solution (ThermoFisher Scientific) at -80 °C until RNA extraction was conducted.

### RNA extraction and next-generation sequencing

Total RNA from the collected muscles was extracted according to the recommended protocol in the Qiagen Fibrous Tissue Total RNA extraction mini kit. RNA concentration was measured using a Qubit RNA Broad-Range assay, and RNA integrity number (RIN) was assessed with Agilent 2100 Bioanalyzer RNA 6000 Nano assay. Samples with a concentration > 20 ng/ul, RIN > 7 were chosen for the subsequent cDNA library preparation. cDNA libraries from the selected samples were prepared with Illumina TruSeq Stranded Total RNA Library Prep Kit. Quality of the cDNA libraries was assessed with KAPA Library Quantification qPCR Kit for Illumina sequencing platforms, and library fragment sizes were tested using an Agilent 2100 Bioanalyzer High Sensitivity dsDNA quantification assay. The mean library sizes of the samples were between 256-323 bp (Tables S2 and S3). Prepared cDNA libraries were sequenced in an Illumina NextSeq 500 high throughput sequencer following sequencing guidelines recommended by Illumina. Short 75 bp paired-end reads were generated from each library, and the samples were sequenced using a total of five sequencing runs. The sequenced library coverage varies between 9.5—100 million reads with a median of 23 million reads (Tables S2 and S3).

### Raw data processing

Post sequencing read quality was checked using the FastQC quality control tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for high throughput sequence data. If the per-base quality score was below 20 at any position along the 75 bp length stretch, those samples were processed using sliding window quality filtering (window size = 4 bp) in Trimmomatic v0.32 [48]. After filtering, only the paired-end reads collected from the read-trimming were used for downstream data analysis (Table S3). Original samples that showed a satisfactory per base quality score (> 20) were used without filtering. Sequencing adapters were trimmed while converting initial BCL data to fastq files from the sequencing center prior to receiving the data files and no adaptor contamination was detected in FASTQC analysis.

### Data alignment

Prepared fastq files were aligned to the *Mus musculus* GRCm38.p4 genome annotation using the Tophat alignment tool. In order to calculate the insert sizes between paired-end reads, a subset of 250,000 reads from each sample was aligned using the BWA-aln [49] short read alignment tool available on the Galaxy web platform [50]. The built-in reference mouse genome (mm10) was used to carry out the alignment under default settings. Alignment statistics for the pre-alignments were generated using CollectInsertSizeMetrics Picard tool (http://broadinstitute.github.io/picard/), and average insert sizes and standard deviations were fed into subsequent complete read alignments generated with Tophat v2.1.1 [51] (See alignment details in Tables S2 and S3).

### Differential gene expression analysis

Statistical data analysis was carried out with R_v3.6.1. Gene-wise read counts were generated for the alignments using GenomicFeatures v1.34.3 [52] and GenomicAlignments v1.18.1 libraries. Marginally expressed genes were filtered out to increase the precision of the statistical analysis. If a particular gene had a DESeq2 normalized read count of less than 10 in less than three muscles, these genes were identified as marginally expressed, and removed from the dataset. After this filtering step, the dataset contained a total of 17,924 genes (out of 46,078 annotated genes in the reference genome) between *mdm* and wild-type samples. Subsequent analysis used this set of genes, which is identified as the expression dataset hereafter (heatmap of the expression dataset is shown in Figure S6). A distance matrix was generated using R dist function on the variance stabilized transformed (DESeq2::vst) [53, 54], and sequencing batch effect corrected (limma:: removeBatchEffect) expression dataset to check the correlation among replicates (Figure S7). Replicates from each muscle created two unique major clusters that coincide with the wild-types and *mdm* classifications of the muscle samples*.*

Differential gene expression analysis was carried out using R library DESeq2, in which data is fitted using a generalized linear negative binomial distribution model to account for subtle changes in gene expression. Statistical significance of differential gene expression in *mdm* with reference to the wild type was tested in each muscle using the Wald test, as the dataset has been modeled as a binomial distribution (design =  ~ run + group, where group factor levels represent 6 sample categories based on muscles and genotype). Calculated *p-values* were adjusted using the Benjamini–Hochberg multiple testing procedure [55] in the subsequent DESeq2 protocol steps to increase statistical testing accuracy. Genes with *p-value* < 0.01 (a higher significance level (99%) was selected to avoid testing bias due to small sample size), and fold change > 2 were identified as significantly differentially expressed from each *mdm* – wild-type comparison.

### Gene ontology analysis

Gene ontology (GO) analysis for up and down regulated gene subsets was carried out using the ClueGO_v2.5.5 [56] application in Cytoscape [57] (Organism: Mus Musculus [10090], reference sets = GO BP, MF, CC EBI-UniProt-GOA_17.08.2020_00h00, Statistical Test Used = Enrichment/Depletion (Two-sided hypergeometric test), *p*-value cutoff = 0.05, Correction Method = Bonferroni step down, Min GO Level = 3, Max GO Level = 7, Number of Genes = 3, Min Percentage = 10.0, GO Fusion = true, GO Group = true, Kappa Score Threshold = 0.4, Sharing Group Percentage = 50.0). Identified GO terms were functionally grouped in ClueGO using a Kappa score based on shared genes among terms. Each identified group was named based on the GO term with the lowest *p*-value. Since differentially expressed genes from psoas and soleus were enriched in a large set of terms, which was hard to handle, the specificity of analysis was increased by using GO terms supported by experimental and computational evidence codes reviewed by the curator (Evidence codes used: All Experimental (EXP,IDA,IPI,IMP,IGI,IEP), IGC,ISA,ISM,ISO,ISS,RCA).

### Data visualization and graphical output generation

The principal component analysis was carried out using R prcomp function on the variance stabilizing transformed and sequencing batch effect corrected expression dataset. The UpSet plot was created using R library UpSetR_1.4.0 [58]. The bar charts were generated using the R library ggplot2_ 3.3.2 (https://ggplot2.tidyverse.org/). Volcano plots were generated using EnhancedVolcano library (https://github.com/kevinblighe/EnhancedVolcano).

Normalized gene expression levels in Fragments Per Kilobase Million (FPKM) were calculated using DESeq2::fpkm function with default parameters, where gene lengths were determined using the union of all GRanges assigned to a particular gene in the data object (https://www.rdocumentation.org/packages/DESeq2/versions/1.12.3/topics/fpkm).

K-means clustering and subsequent GO analysis for each identified gene cluster were carried out in R_v 4.2.1. Variance stabilizing transformed and sequencing batch effect corrected differentially expressed genes were used as the data input. The optimal number of clusters was determined using elbow and gap statistics methods (NbClust::fviz_nbclust). Heatmap of Z-scores was generated using pheatmap_1.0.12. GO analysis for each gene cluster was conducted using clusterProfiler_4.4.4 package and org.Mm.eg.db_3.15.0 database.

### Weighted gene co-expression network analysis (WGCNA)

A more stringent data selection criterion was used to filter genes from the original dataset to reduce noise and improve module detection [32]. Genes containing more than 10 samples (wild type = 10, *mdm* = 13), with DESeq normalized read count > 10 were chosen for the analysis, which resulted in a data set of 15,649 genes. The filtered data set was prepared for data analysis using variance stabilizing transformation followed by batch effect correction. The prepared dataset was clustered using the R hclust function with an average distance to look for outliers. 

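Of the 13 *mdm* libraries, 4 had their nearest neighbour, by Euclidean distance between log2 CPM, in another muscle. The nearest library of EDL replicate 2 and of psoas replicate 3 was soleus replicate 2, that of EDL replicate 4 was psoas replicate 4, and that of soleus replicate 3 was EDL replicate 4. All but psoas replicate 3 shared a label code with that neighbour. The distance to the nearest library ran from 79.1 for psoas replicates 4 and 5, which were nearest to each other, to 124.5 for psoas replicate 1. No library was left out of the comparisons.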

No outliers were detected as clear clustering was observed among the *mdm* and wild-type samples, and replicates from the same muscles were grouped together within respective genotypes associated clusters. The subsequent analysis was carried out using R library WGCNA as described in the documentation (https://horvath.genetics.ucla.edu/html/CoexpressionNetwork/Rpackages/WGCNA/). An appropriate soft thresholding power (β) was determined based on the scale-free topology criteria recommended by the developers (R^2^ ~ 0.9). A signed network was chosen as the appropriate fit for the analysis as we were interested in identifying biologically meaningful gene modules sensitive to the directionality of gene expression change from the wild-type base levels. For signed network construction, β = 14 was selected using the WGCNA function pickSoftThreshold. The correlation network was created with one step network construction function blockwiseModules in the WGCNA library (power = 14, TOMType = "signed", minModuleSize = 30, networkType = "signed", reassignThreshold = 0, mergeCutHeight = 0.25, numericLabels = TRUE, maxBlockSize = 20,000). Genotype (*mdm* / wild-type) correlation to expression variation of genes in each module was calculated using the WGCNA function cor, and respective significant values were generated using the WGCNA function corPvalueStudent. Modular significance values (kME) were generated using the WGCNA function signedKME for the initial input dataset for the WGCNA, and module eigengenes calculated using the WGCNA function moduleEigengenes.

Average gene significance to genotype was taken as the modular significance (MS), and gene modules with MS > 0.5 were selected. The number of modules was further reduced based on absolute MS, and blue and turquoise modules were selected as they had significantly higher average gene significance. A pathway analysis was carried out on the DEseq2 identified differentially expressed genes for the blue and turquoise modules. To increase the mappability of genes into pathways, KEGG, Wiki, and Reactome pathway annotations were used in ClueGO v2.5.7 in Cytoscape v3.8.1 (*Pvalue* cutoff = 0.05, Correction Method Used = Bonferroni step down).

### PPI network construction and hub gene selection

A protein–protein interaction (PPI) network was created using the STRING online database (https://string-db.org/). As the STRING database input has a maximum node cutoff = 2000, genes with the highest connectivity within the module were selected based on co-expression measures. The module size was reduced using two cutoffs—individual gene significance to genotype (GS > 0.8) and the module membership (kME > 0.8). The differentially expressed genes as identified by DESeq2 in the resulting gene subset were used to create the PPI network with a high confidence cutoff (0.7). The MCODE application plugin in Cytoscape v3.8.1 was used to identify the most connected genes (hub genes) in the PPI (haircut = NO, loop = NO, fluff = 0.5, node score = 0.1, degree cutoff = 2, k-score = 2).

## Supplementary Information

**Additional file 1:** **Figure S1.** Overview of gene ontologies associated with a) up- and b) down-regulated genes in mdm EDL. **Figure S2.** Overview of gene ontologies associated with a) up- and b) down-regulated genes in mdm psoas. **Figure S3.** Overview of the gene ontologies associated with a) up, and b) downregulated genes identified from mdm soleus. **Figure S4.** An Overview of pathways enriched from the upregulated genes identified from mdm and wild-type comparisons in a) EDL, b) psoas and c) soleus. **Figure S5.** An verview of pathways enriched from the downregulated genes identified from mdm and wild-type comparisons in a) EDL, b) psoas and c) soleus. **Figure S6.** Gene expression heat map of the complete data set, after removing marginally expressed genes. **Figure S7.** Distance matrix among transcriptomic profiles show clear separation between mdm and wild-type samples. **Table S1.** Top 20 genes contributing to the variance represented by principal component l (PC1) and principal component 2 (PC2). **Table S2.** RNA-Seq read alignment summary for the wild-type samples used in the study. **Table S3.** Alignment statistics of mdm samples used in the study.

**Additional file 2:** **Table S4.** Full gene ontology of differentially expressed genes (excel file).

## Data Availability

The datasets used and/or analyzed during the current study available from the corresponding author on reasonable request. The raw RNA-Seq data is uploaded to GEO: WT data (Accession Number: GSE158283) and *mdm* data (Accession Number: GSE210263).

# Supplementary material for: Transcriptomic profiles of muscular dystrophy with myositis (mdm) in extensor digitorum longus, psoas, and soleus muscles from mice
**Source:** BMC Genomics. 2022 Sep 17;23:657. doi: 10.1186/s12864-022-08873-2
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Overview of gene ontologies associated with a) up- and b) down-regulated genes in mdm EDL. Figure S2. Overview of gene ontologies associated with a) up- and b) down-regulated genes in mdm psoas. Figure S3. Overview of the gene ontologies associated with a) up, and b) downregulated genes identified from mdm soleus. Figure S4. An Overview of pathways enriched from the upregulated genes identified from mdm and wild-type comparisons in a) EDL, b) psoas and c) soleus. Figure S5. An verview of pathways enriched from the downregulated genes identified from mdm and wild-type comparisons in a) EDL, b) psoas and c) soleus. Figure S6. Gene expression heat map of the complete data set, after removing marginally expressed genes. Figure S7. Distance matrix among transcriptomic profiles show clear separation between mdm and wild-type samples. Table S1. Top 20 genes contributing to the variance represented by principal component l (PC1) and principal component 2 (PC2). Table S2. RNA-Seq read alignment summary for the wild-type samples used in the study. Table S3. Alignment statistics of mdm samples used in the study.

**Supplementary information**

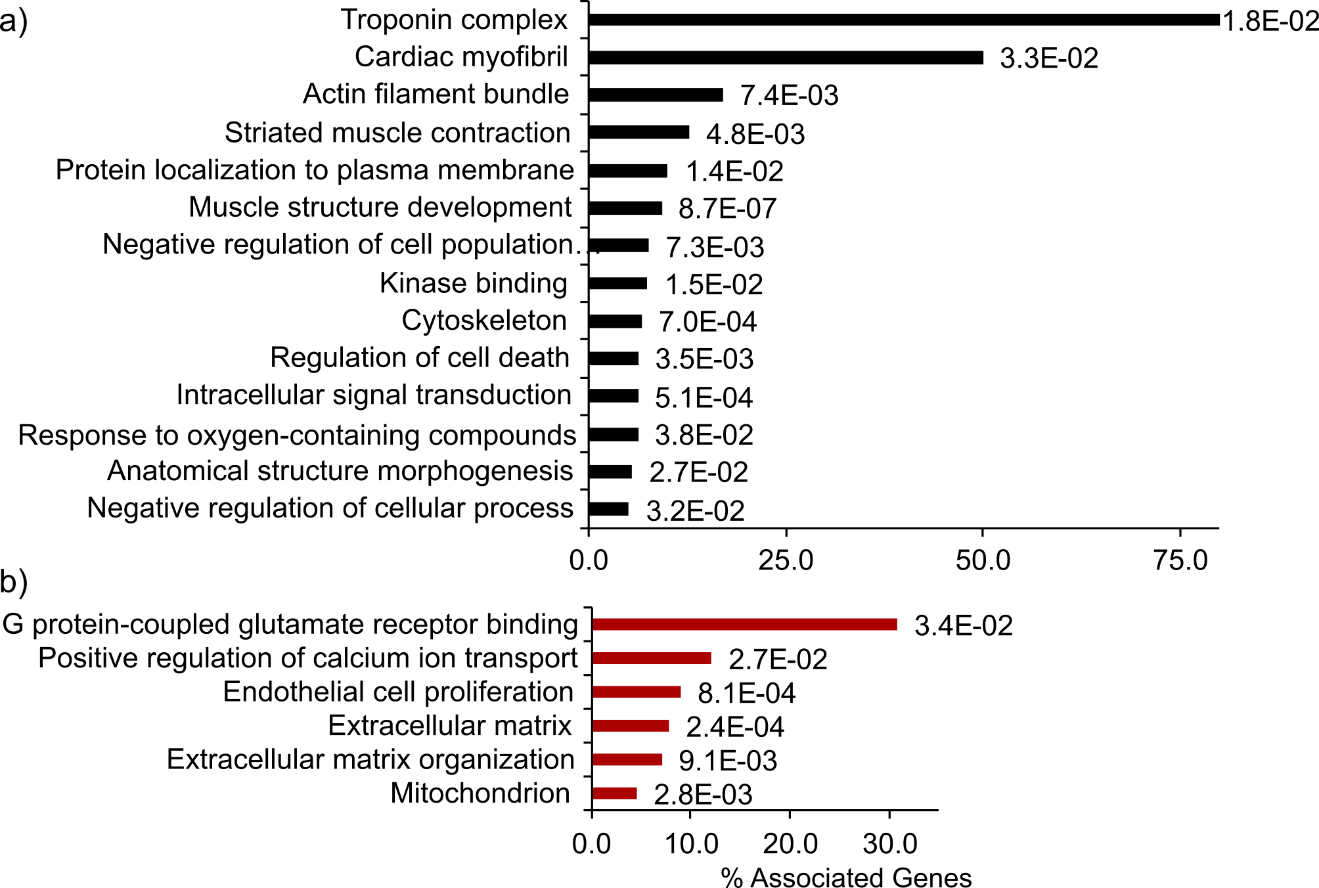

**Figure S1: Overview of gene ontologies associated with a) up- and b) down-regulated genes in *mdm* EDL.** Analysis was carried out in ClueGo application in Cytoscape using all available evidence codes and *padj*<0.05. Bars show percentage of differentially expressed genes associated with each GO term as a fraction of total annotated genes. Terms representing each group of GO terms sharing similar sets of genes are shown. Adjusted P-value of selected terms are shown at the right side of the bars. A total of 356/737 upregulated genes and 88 /493 downregulated genes were mapped to gene ontologies under the selection criteria used.

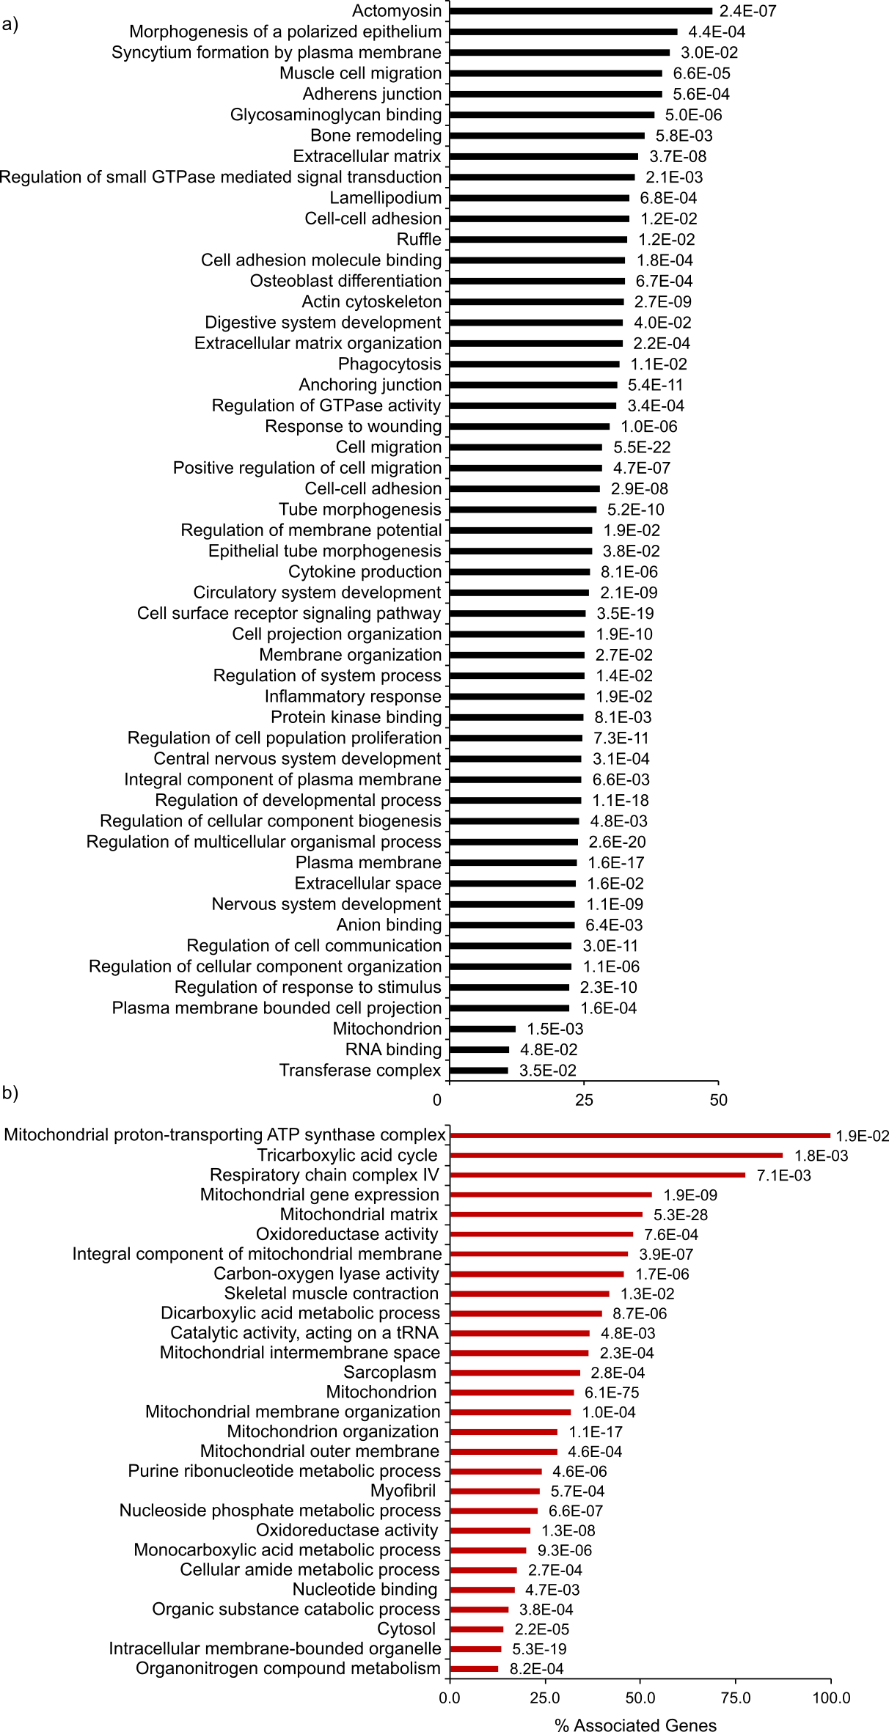

**Figure S2: Overview of gene ontologies associated with a) up- and b) down-regulated genes in *mdm* psoas.** Analysis was carried out in ClueGo application in Cytoscape (evidence codes used: All Experimental (EXP,IDA,IPI,IMP,IGI,IEP), IGC,ISA,ISM,ISO,ISS,RCA; *padj*<0.05). Bars show percentage of differentially expressed genes associated with each GO term as a fraction of total annotated genes. Terms representing each group of GO terms sharing a similar set of genes are shown. Adjusted P-value of selected terms are shown at the right side of the bars. A total of 1961/3370 upregulated genes and 1168/2858 downregulated genes were mapped to gene ontologies under the selection criteria used.

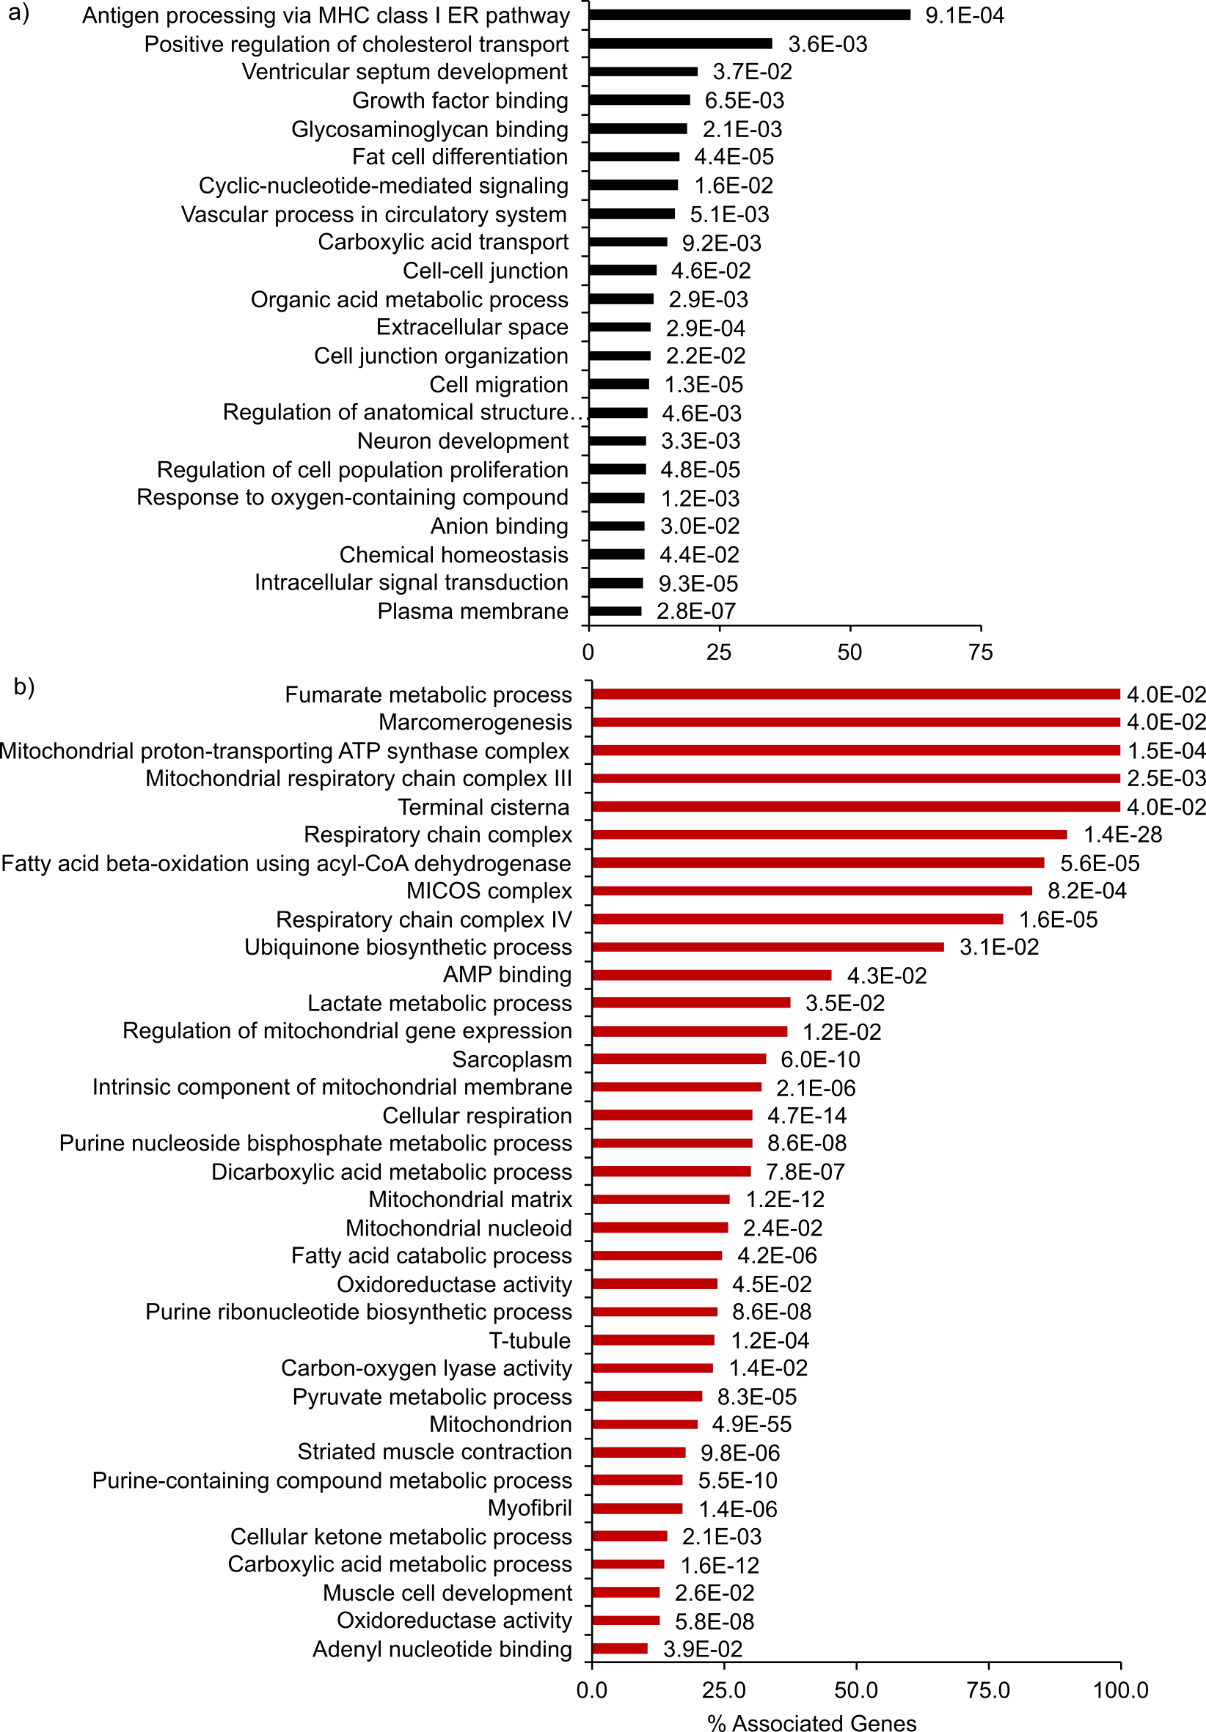

**Figure S3: Overview of the gene ontologies associated with a) up, and b) downregulated genes identified from *mdm* soleus.** Analysis was carried out in ClueGo application in Cytoscape (Evidence codes used: All Experimental (EXP,IDA,IPI,IMP,IGI,IEP), IGC,ISA,ISM,ISO,ISS,RCA; *padj*<0.05). Bars show percentage of differentially expressed genes associated with each GO term as a fraction of total annotated genes. Terms representing each group of GO terms sharing similar set of genes are shown here. Adjusted P-value of selected terms are shown at the right side of the bars. A total of 727/1313 upregulated genes and 410/1409 downregulated genes were mapped to gene ontologies under the selection criteria used.

**
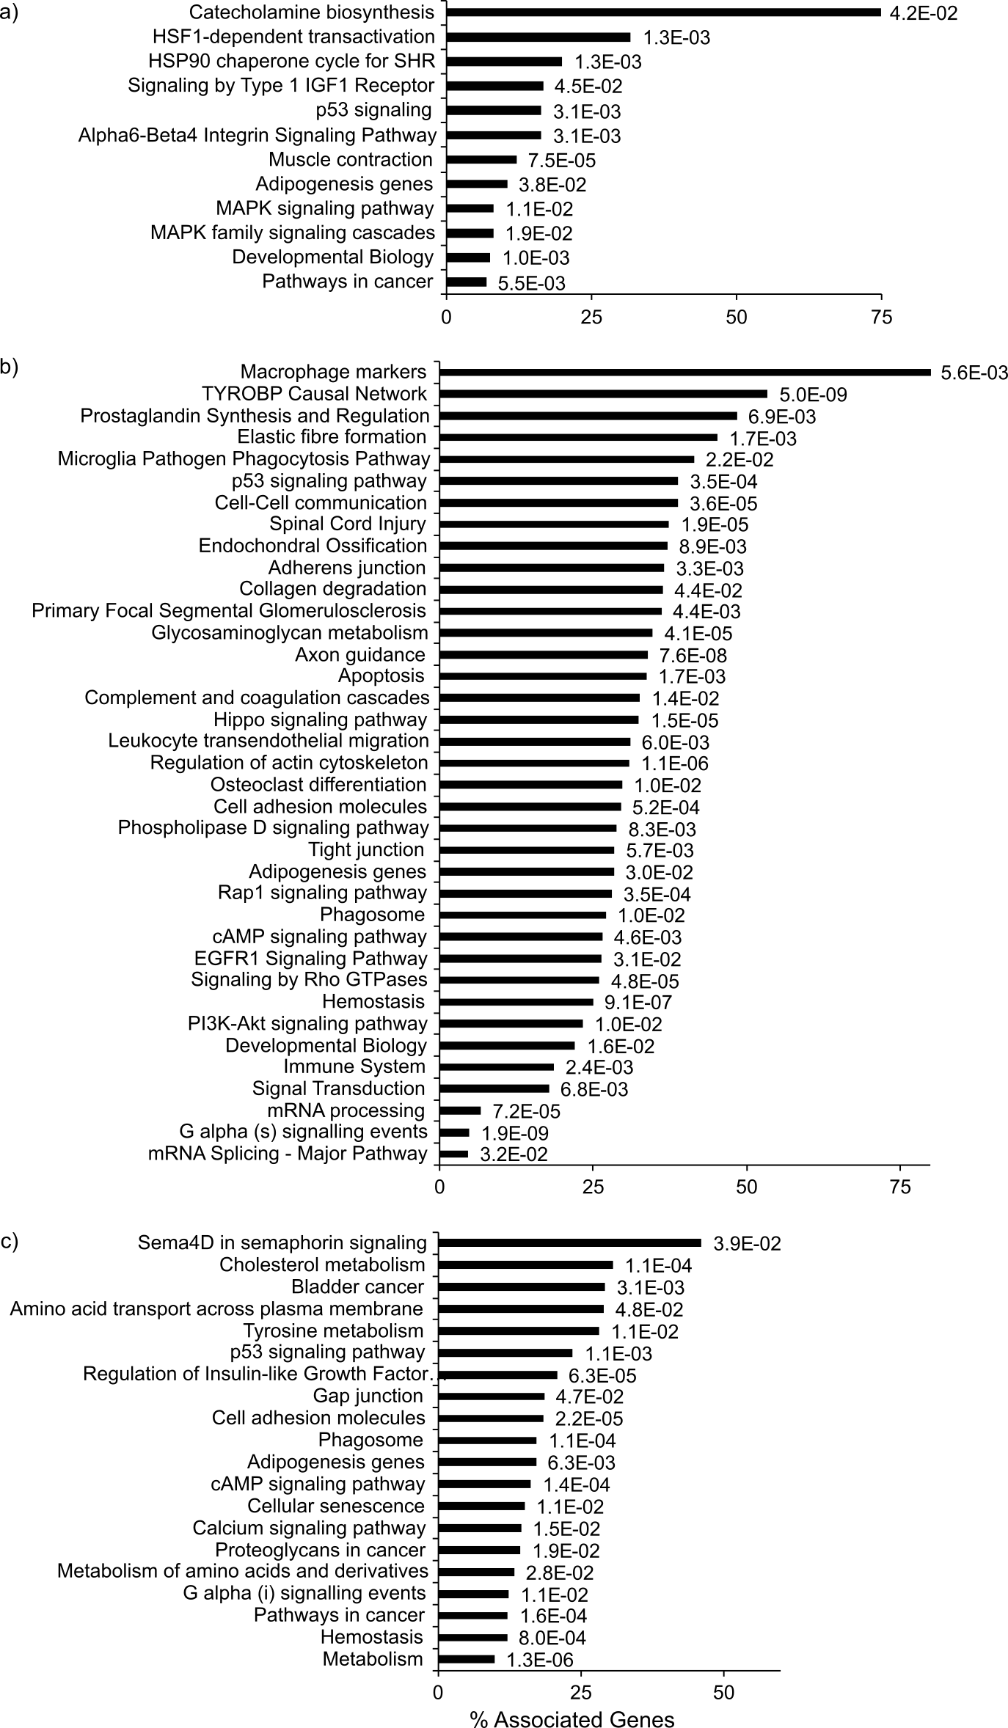
**

**Figure S4: An Overview of pathways enriched from the upregulated genes identified from *mdm* and wild-type comparisons in a) EDL, b) psoas and c) soleus.** Each upregulated gene set was searched against KEGG, Wiki and Reactome pathway annotations using ClueGO tool in Cytoscape application under p-adj cutoff of 0.05. Results were summarized based on the gene overlap among terms, and the representative term for each group was selected based on the p-adj value. The percent associated genes denotes the percentage of differentilly upregulated genes associated with representatative pathways as a fraction of total annotated genes. Adjusted p-values associated with the pathways are shown at the right side of the bars.

**
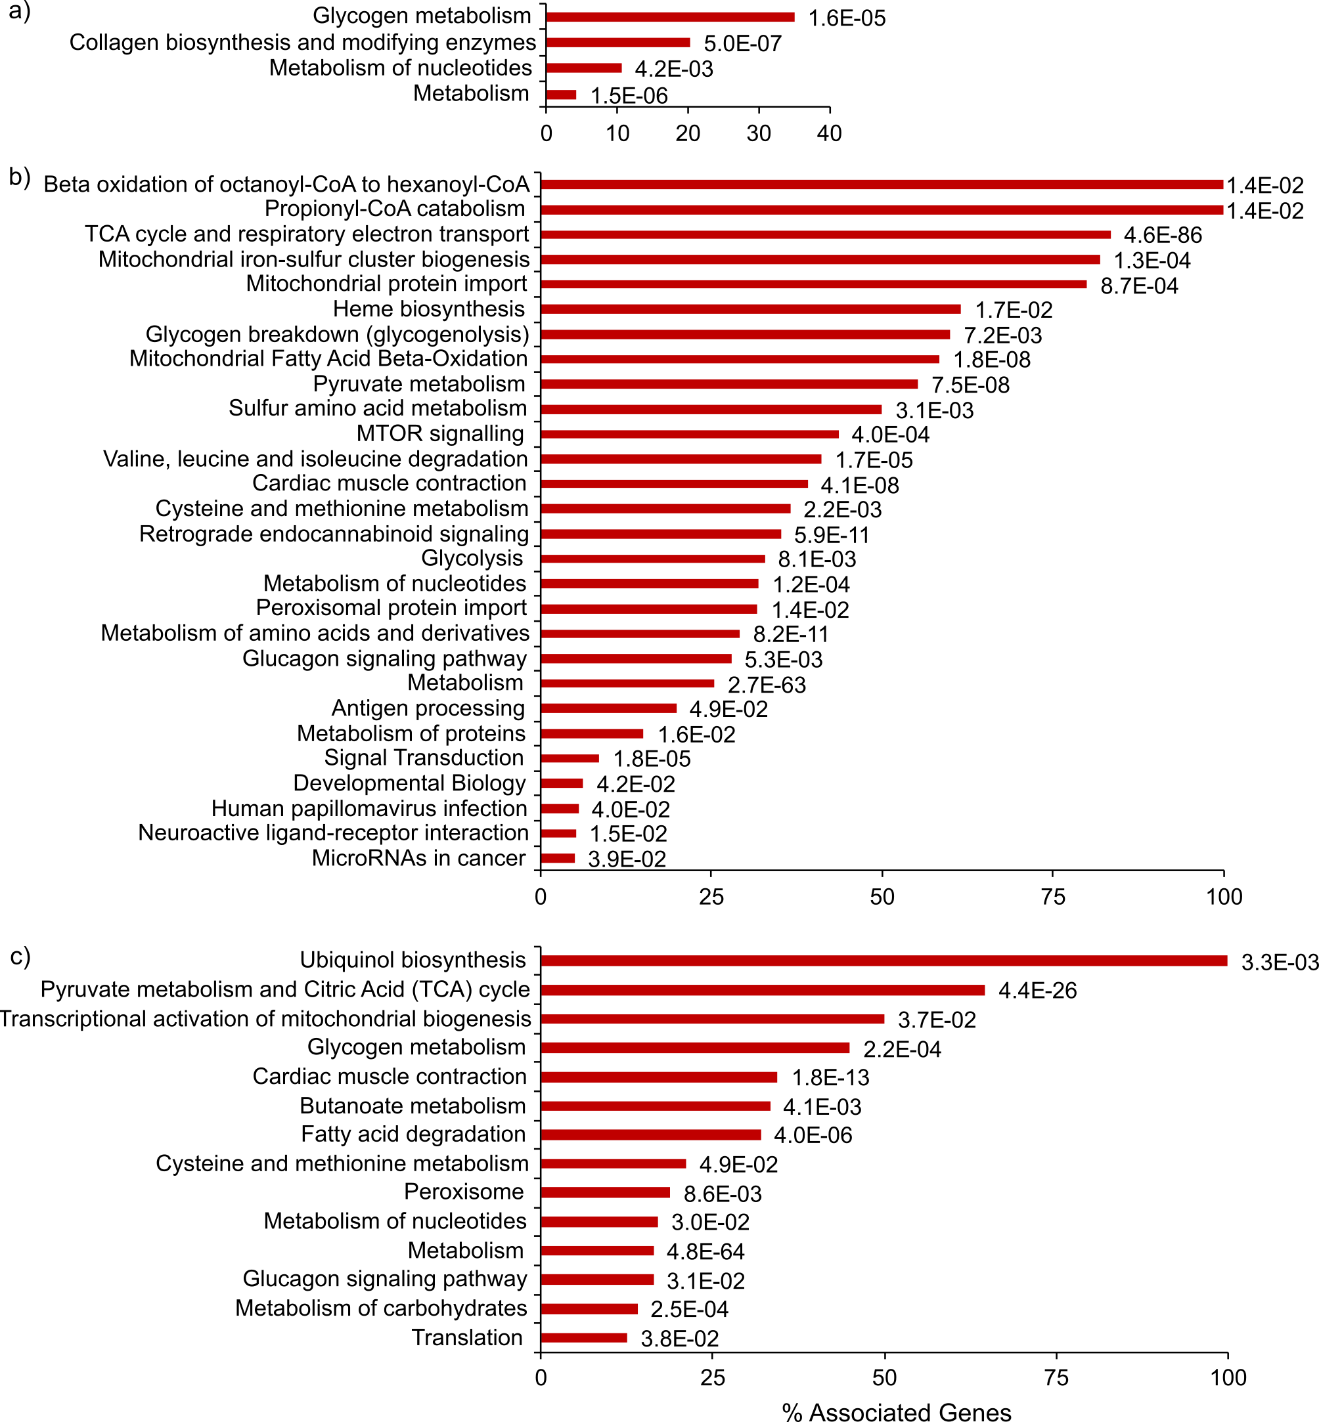
Figure S5: An verview of pathways enriched from the downregulated genes identified from *mdm* and wild-type comparisons in a) EDL, b) psoas and c) soleus.** Each downregulated gene set was searched against KEGG, Wiki and Reactome pathway annotations using ClueGO tool in Cytoscape application under p-adj cutoff of 0.05. Results were summarized based on the gene overlap among terms, and the representative term for each group was selected based on the p-adj value. The percent associated genes denotes the percentage of differentially downregulated genes associated with representatative pathway as a fraction of total annotated genes. Adjusted p-values associated with the pathways are shown at the right side of the bars.

**
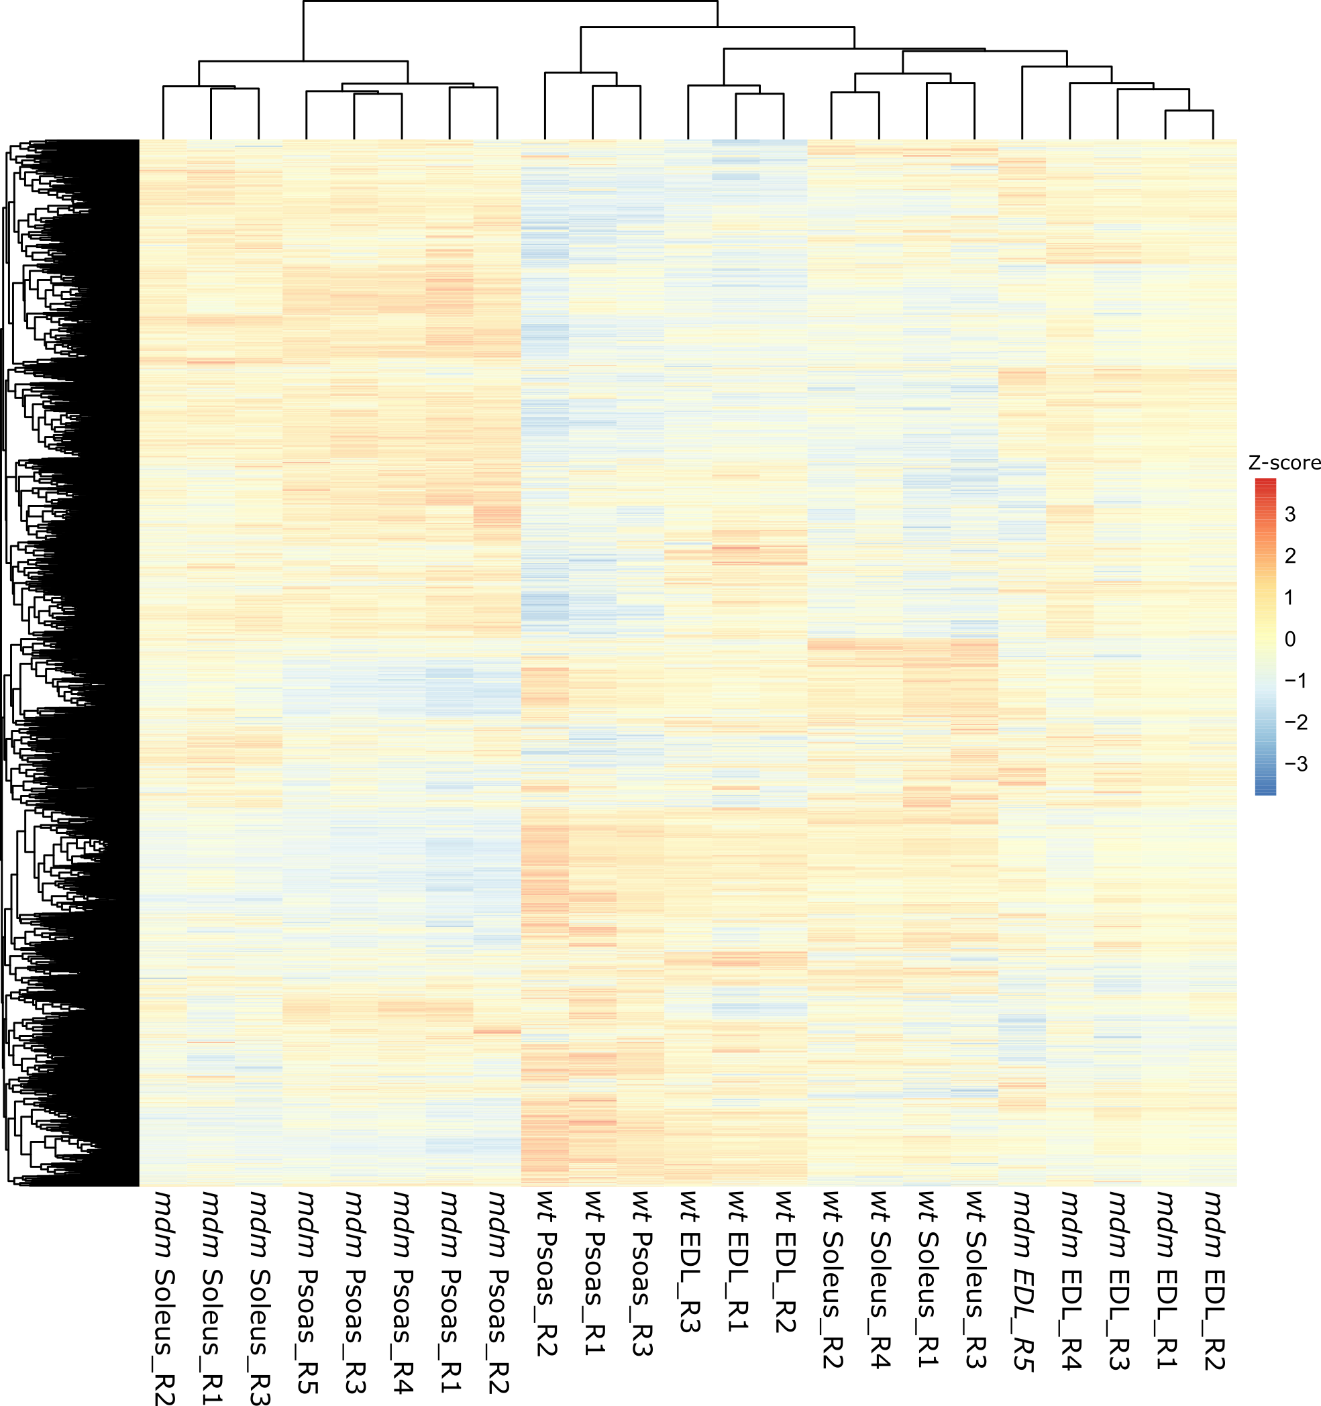
**

**Figure S6: Gene expression heat map of the complete data set, after removing marginally expressed genes.** The dataset was used for comparative analysis of *mdm­* muscles to wild-type muscles. Each row depicts a gene, each column depicts a muscle sample. Row and column clustering are based on the euclidean distance measures.

**
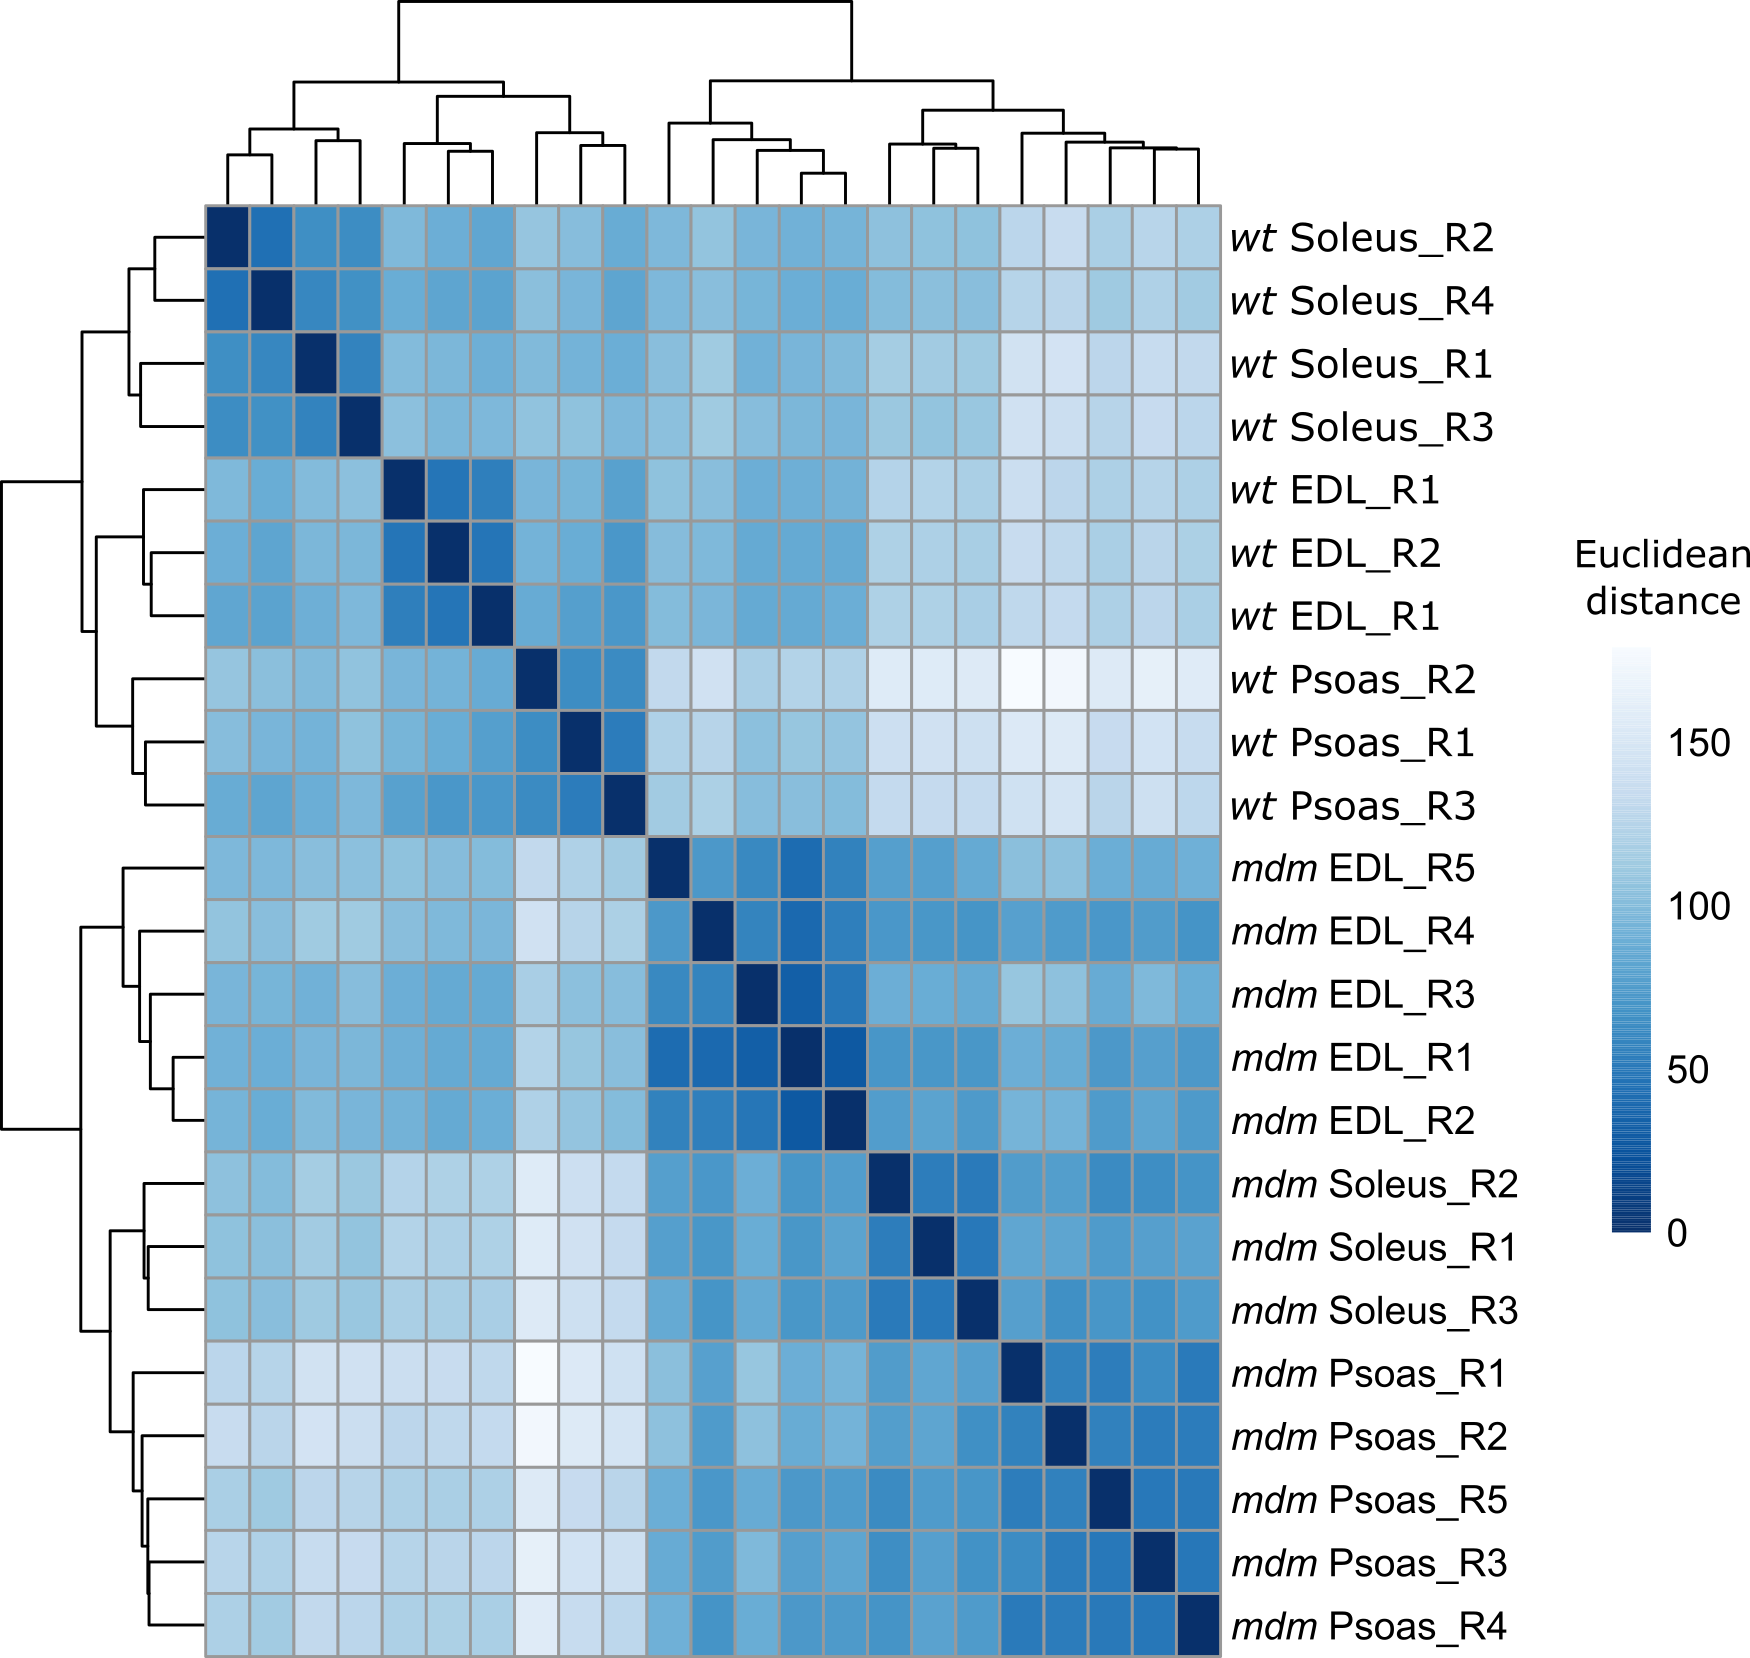
**

**Figure S7: Distance matrix among transcriptomic profiles show clear separation between *mdm* and wild-type samples**. Replicates of EDL, psoas and soleus muscles show clear clustering within the respective genotype. The distance matrix was calculated for the gene expression data set after removing marginally expressed genes

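A distance between 2 libraries sums, over all genes, how far their expression levels lie apart, so replicates of 1 muscle cluster where these distances are smaller than those to other muscles. Among the *mdm* libraries, 9 of 13 had their nearest neighbour in the same muscle (exact permutation test, one-sided, p = 0.007132), and 8 of 13 had one of the same label code. After DESeq2's variance stabilizing transformation, which the study used, 11 of 13 had their nearest neighbour in the same muscle (exact permutation test, one-sided, p = 0.0005828). The label code effect, once removed with the muscle kept in the model, left 13 of 13, a step that itself draws libraries of 1 muscle together (permutation test with 100 drawn arrangements, one-sided, p = 0.119). Leaving out soleus replicate 1 gave 7 of 12 (exact permutation test, p = 0.06999).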

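The base mean in Table S1 is the paper's mean of normalized counts over all of its libraries, and a loading says how strongly a gene's level follows a principal component. The table lists 39 different genes in 40 entries, and 38 of them were found by name among the gene identifiers. For all 38, the base mean left a positive mean for the wild-type libraries once the *mdm* libraries were taken out, whether with the authors' size factors or with size factors computed from the *mdm* libraries alone. Of 34 genes with a fold change in the table, 26 had an implied difference of the same sign. Among the genes listed for PC2 alone these were 6 of 14. A mean pooled over muscles is a poor guide for them, because soleus makes up 3 of the 13 *mdm* libraries but 4 of the 10 wild-type libraries, while the paper's fold changes were taken within each muscle.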

Table S1: Top 20 genes contributing to the variance represented by principal component l (PC1) and principal component 2 (PC2).

| 20 genes with highest loading to PC1 | Gene ID | Gene Description | Base Mean Expression | log_2_ fold expression change | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **EDL** | **Psoas** | **Soleus** |
|  | Dsp | Desmoplakin | 7708.43 | 10.51 | 10.06 | 8.04 |
|  | Myh3 | Myosin, heavy polypeptide 3, skeletal muscle, embryonic | 31030.03 | 5.88 | 7.00 | 6.37 |
|  | Mlf1 | Myeloid leukemia factor 1 | 3871.10 | -3.12 | -8.93 | -6.83 |
|  | Sln | Sarcolipin | 7097.70 | 8.62 | 8.96 | 3.94 |
|  | Krt18 | Keratin 18 | 1282.89 | 8.34 | 9.19 | 8.81 |
|  | Ankrd1 | Ankyrin repeat domain 1 (cardiac muscle) | 9631.11 | 4.24 | 8.53 | 5.11 |
|  | Cyp2e1 | Cytochrome P450, family 2, subfamily e, polypeptide 1 | 3294.63 | 5.57 | 5.69 | 5.60 |
|  | Scn4b | Sodium channel, type IV, beta | 5285.95 | -2.89 | -6.99 | -4.86 |
|  | Pvalb | Parvalbumin | 56924.28 | -3.15 | -7.32 | -3.18 |
|  | Ddit4l | DNA-damage-inducible transcript 4-like | 1701.90 | -3.59 | -6.84 | -5.57 |
|  | Krt8 | Keratin 8 | 469.85 | 9.38 | 9.22 | 11.76 |
|  | Pck1 | Phosphoenolpyruvate carboxykinase 1, cytosolic | 1598.89 | 5.20 | 5.47 | 5.12 |
|  | Cfd | Complement factor D (adipsin) | 9819.67 | 4.41 | 4.95 | 4.55 |
|  | Phkg1 | Phosphorylase kinase gamma 1 | 3738.65 | -2.62 | -6.09 | -4.02 |
|  | Tmem233 | Transmembrane protein 233 | 1076.31 |  | -7.31 | -5.45 |
|  | Myl4 | Myosin, light polypeptide 4 | 2020.49 | 3.48 | 6.29 | 3.89 |
|  | Rpl3l | Ribosomal protein L3-like | 3304.07 |  | -5.78 | -4.31 |
|  | Kcng4 | Potassium voltage-gated channel, subfamily G, member 4 | 591.86 |  | -8.15 | -6.76 |
|  | Igf2 | Insulin-like growth factor 2 | 2438.63 | 3.69 | 5.22 | 3.98 |
|  | Aldh3a1 | Aldehyde dehydrogenase family 3, subfamily A1 | 369.31 | 5.49 | 9.15 | 8.39 |
| 20 genes with highest loading to PC2 | Myh7 | Myosin, heavy polypeptide 7, cardiac muscle, beta | 71900.98 |  | 4.48 |  |
|  | Myl2 | Myosin, light polypeptide 2, regulatory, cardiac, slow | 28477.54 |  |  |  |
|  | Myl3 | Myosin, light polypeptide 3 | 15588.32 |  |  |  |
|  | Myh6 | Myosin, heavy polypeptide 6, cardiac muscle, alpha | 13204.66 |  | 3.18 |  |
|  | Tpm3 | Tropomyosin 3, gamma | 16718.74 |  | 2.83 |  |
|  | Tnnt1 | Troponin T1, skeletal, slow | 19173.41 | 3.14 | 5.46 |  |
|  | Tnnc1 | Troponin C, cardiac/slow skeletal | 2100.15 | 3.97 | 5.93 |  |
|  | Tnni1 | Troponin I, skeletal, slow 1 | 12844.57 | 4.06 | 6.99 |  |
|  | Atp2a2 | Atpase, Ca++ transporting, cardiac muscle, slow twitch 2 | 38385.75 | 2.52 | 3.52 |  |
|  | Strit1 | Small transmembrane regulator of ion transport 1 | 245.17 |  |  | -3.40 |
|  | Tpm3-rs7 | Tropomyosin 3, related sequence 7 | 623.26 |  | 1.67 |  |
|  | Bdh1 | 3-hydroxybutyrate dehydrogenase, type 1 | 1035.36 |  | -3.68 | -4.62 |
|  | Pvalb | Parvalbumin | 56924.28 | -3.15 | -7.32 | -3.18 |
|  | Mybph | Myosin binding protein H | 699.32 |  |  | 5.17 |
|  | Myh4 | Myosin, heavy polypeptide 4, skeletal muscle | 471407.73 |  | -6.63 |  |
|  | Mybpc2 | Myosin binding protein C, fast type | 42494.56 |  | -4.49 | -2.36 |
|  | Mhrt | Myosin heavy chain associated RNA transcript | 213.64 |  |  |  |
|  | Actn3 | Actinin alpha 3 | 49205.76 |  | -3.07 |  |
|  | Mettl21c | methyltransferase like 21C | 1735.63 |  | -2.47 |  |
|  | Actc1 | actin, alpha, cardiac muscle 1 | 4662.99 |  |  |  |

Table S2: RNA-Seq read alignment summary for the wild-type samples used in the study.

|  | | EDL_R1 | EDL_R2 | EDL_R3 | Psoas_R1 | Psoas_R2 | Psoas_R3 | Soleus_R1 | Soleus_R2 | Soleus_R3 | Soleus_R4 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Age (days) | | 42 | 54 | 44 | 42 | 54 | 44 | 42 | 44 | 32 | 44 |
| RNA integrity number (RIN) | | 8.4 | 8.4 | 8.5 | 7.3 | 8.1 | 8 | 8.2 | 8.1 | 7.6 | 8.1 |
| Library size | | 274 | 264 | 278 | 256 | 271 | 277 | 258 | 295 | 265 | 276 |
| Left reads: | Initial number of reads | 87185432 | 57368915 | 15186094 | 1E+08 | 45937372 | 13847980 | 22022374 | 28236087 | 12437526 | 15940351 |
|  | Minimum per base quality score (10th percentile) | 14 | 14 | 27 | 14 | 14 | 32 | 32 | 32 | 32 | 32 |
|  | Percent filtered in (%) | 81.38 | 80.83 | N/A | 81.86 | 80.26 | N/A | N/A | N/A | N/A | N/A |
|  | Alignment input | 70950705 | 46369117 | 15186094 | 81953371 | 36870545 | 13847980 | 22022374 | 28236087 | 12437526 | 15940351 |
|  | Mapped | 55572350 | 44539661 | 14774183 | 62419592 | 28077507 | 13534841 | 17953627 | 27374091 | 12109861 | 15593067 |
|  | Multiple alignments | 18.5% | 19.1% | 9.4% | 18.7% | 15.9% | 9.9% | 15.2% | 9.4% | 12.9% | 9.4% |
|  | Percent mapped | 78.3% | 96.1% | 97.3% | 76.2% | 76.2% | 97.7% | 81.5% | 96.9% | 97.4% | 97.8% |
|  | | | | | | | | | | | |
| Right reads: | Initial number of reads | 87185432 | 57368915 | 15186094 | 1E+08 | 45937372 | 13847980 | 22022374 | 28236087 | 12437526 | 15940351 |
|  | Minimum per base quality score (10th percentile) | 14 | 14 | 27 | 14 | 14 | 27 | 27 | 27 | 27 | 27 |
|  | Percent filtered in (%) | 81.38 | 80.83 | N/A | 81.86 | 80.26 | N/A | N/A | N/A | N/A | N/A |
|  | Alignment input | 70950705 | 46369117 | 15186094 | 81953371 | 36870545 | 13847980 | 22022374 | 28236087 | 12437526 | 15940351 |
|  | Mapped | 56026587 | 44570183 | 14597762 | 62738333 | 28269426 | 13259768 | 17647947 | 26044316 | 11953398 | 15344925 |
|  | Multiple alignments | 18.4% | 19.2% | 9.4% | 18.7% | 8.2% | 9.9% | 15.1% | 9.3% | 12.8% | 9.4% |
|  | Percent mapped | 79.0% | 96.1% | 96.1% | 76.2% | 76.7% | 95.8% | 80.1% | 92.2% | 96.1% | 96.3% |

|  | | EDL_R1 | EDL_R2 | EDL_R3 | EDL_R4 | EDL_R5 | Psoas_R1 | Psoas_R2 | Psoas_R3 | Psoas_R4 | Psoas_R5 | Soleus_R1 | Soleus_R2 | Soleus_R3 |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Age (days) | | 38 | 38 | 42 | 38 | 38 | 29 | 38 | 42 | 38 | 38 | 33 | 36 | 38 |  |
| RNA integrity number (RIN) | | 8.6 | 8 | 7.9 | 7.8 | 8.1 | 7.7 | 7.8 | 7.8 | 7 | 7.5 | 8.7 | 7.5 | 7.8 |  |
| Library size | | 262 | 323 | 265 | 262 | 262 | 258 | 287 | 277 | 262 | 262 | 290 | 279 | 262 |  |
| Left reads: | Initial number of reads | 53885039 | 34932333 | 15793758 | 19829205 | 15148894 | 42440352 | 26748973 | 18199625 | 17724225 | 21623821 | 41514793 | 23439543 | 11885279 |  |
|  | Minimum average per base quality score | 32 | 32 | 32 | 32 | 32 | 30 | 32 | 32 | 32 | 32 | 32 | 32 | 32 |  |
|  | Percent filtered in (%) | NA | NA | 77% | 88% | NA | 82% | NA | NA | NA | NA | NA | NA | 87% |  |
|  | Alignment input | 53885039 | 34932333 | 12148686 | 17394262 | 15148894 | 34823448 | 26748973 | 18199625 | 17724225 | 21623821 | 41514793 | 23439543 | 10386271 |  |
|  | Mapped | 49508738 | 33952263 | 11887172 | 16686560 | 14436007 | 32915940 | 25658557 | 17475681 | 17003352 | 20516046 | 39386741 | 22523933 | 9583779 |  |
|  | Multiple alignments | 16.60% | 8.50% | 9.50% | 32 | 32 | 9.00% | 7.80% | 6.80% | 32 | 32 | 9.70% | 7.50% | 30 |  |
|  | Percent mapped | 91.90% | 97.20% | 97.80% | 95.93% | 95.29% | 94.50% | 95.90% | 96.00% | 95.93% | 94.88% | 94.90% | 96.10% | 92.27% |  |
|  | | | | | | | | | | | |  |  |  |  |
| Right reads: | Initial number of reads | 53885039 | 34932333 | 15793758 | 19829205 | 15148894 | 42440352 | 26748973 | 18199625 | 17724225 | 21623821 | 41514793 | 23439543 | 11885279 |  |
|  | Minimum average per base quality score | 32 | 32 | 32 | 32 | 30 | 30 | 27 | 27 | 30 | 30 | 27 | 27 | 32 |  |
|  | Percent filtered in (%) | NA | NA | 77% | 88% | NA | 82% | NA | NA | NA | NA | NA | NA | 87.39% |  |
|  | Alignment input | 53885039 | 34932333 | 12148686 | 17394262 | 15148894 | 34823448 | 26748973 | 18199625 | 17724225 | 21623821 | 41514793 | 23439543 | 10386271 |  |
|  | Mapped | 48848914 | 32872092 | 11658223 | 16644030 | 13857045 | 32889036 | 24621394 | 17269780 | 16465048 | 20072739 | 38831363 | 22091290 | 9557932 |  |
|  | Multiple alignments | 16.60% | 8.40% | 9.40% |  |  | 8.40% | 7.80% | 6.80% |  |  | 9.70% | 7.50% |  |  |
|  | Percent mapped | 91.70% | 94.10% | 96.00% | 95.69% | 91.47% | 94.40% | 92.00% | 94.90% | 92.90% | 92.83% | 93.50% | 94.20% | 92% |  |

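Table S3 lists how many read pairs of each library were sequenced and how many reads were aligned. The counts on genes came to between 91.2% and 101.8% of the paper's number of mapped left reads in the 13 *mdm* libraries, with a median of 98.8%. A count can exceed the number of mapped left reads where only the right read of a pair was mapped or where a read was mapped to several places. Mitochondrially encoded genes, 29 of those counted, took 7.98% to 18.7% of the counts. At least 17314 of the genes had a count above 0 in every library.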

Table S3: Alignment statistics of *mdm* samples used in the study.

**Table S4: Full gene ontology of differentially expressed genes (excel file)**

How the deposited data were processed for this re-analysis (not part of the article)

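The study sequenced RNA of EDL, psoas and soleus muscles of *mdm* and wild-type mice. The values used here are those of 13 *mdm* libraries, 5 of EDL, 5 of psoas and 3 of soleus. The wild-type libraries are not analysed here, so no comparison between genotypes was made, apart from means that the paper's Table S1 implies for wild type. Muscle and replicate number of each library come from its label, as do the age of the mouse (29 to 42 days) and, for 6 of the 13 libraries, the sex. The RNA integrity number (7 to 8.7) comes from the paper's Table S3. It ran from 7.8 to 8.6 in EDL, from 7 to 7.8 in psoas and from 7.5 to 8.7 in soleus. Between psoas and EDL it therefore goes with the muscle, and its effect was not tested.

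Before depositing the values, the authors trimmed the reads of libraries with low base quality with Trimmomatic, used the others as they were, aligned the reads to GRCm38 with TopHat and counted the reads on each gene with GenomicAlignments, and these counts are whole numbers. The authors also deposited a normalized signal for each gene, the count divided by the DESeq2 size factor of the library. This was checked in all libraries, where the quotient of the 2 values deviated from 1 factor per library by at most 5.2e-15 of it. These size factors, from 0.5023 to 2.417, were computed by the authors with libraries that are not used here. The overlap mode and strand setting of the counting were not found in the paper's text. The deposited tables hold 17924 genes, those left after the study's filter on low counts, and 0 entries that name no gene. GENCODE mouse release 21 gave a symbol, a biotype, coordinates on GRCm38, a GC content and an exon length for 17833 of them, and the others stayed in the tests under their identifiers.

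Total counts ran from 9114176 to 48835209 per library. At the lowest total, a gene with 100 counts has a counting error of 10%, and the variation between libraries of 1 muscle was larger than that for most results given. None of the 23 pairs of libraries of 1 muscle was a duplicate, since the smallest chi-square per degree of freedom between the counts of such a pair was 61.02.

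Differential expression between the *mdm* muscles was computed from the counts with edgeR 4.0.16 in R 4.3.3. Genes with a normalized count of at least 10 in at least 3 libraries were tested, 17069 genes. The study's wording of its filter allows several readings, and the same limit was also applied to TMM-normalized counts. All 13 libraries entered 1 quasi-likelihood fit with the muscle as the only factor and TMM normalization. The study had fitted the sequencing run as well, which the labels do not name. The label code is not known to be the run, so it was not put in the model but tried as an alternative. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1. Standard errors of log2 fold changes are the fold change divided by the square root of the F value. A fold change against a muscle in which no library exceeded a floor of 3 counts was computed against that floor and is a lower limit.

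Gene sets (complexes I, III and V, the mitochondrial ribosome and collagen alpha chains) were tested with limma 3.58.1, using camera with a preset correlation of 0.01, adjusted over 15 tests, with a limit of 0.05 for the adjusted p. Log2 CPM values are scaled to the TMM-normalized library totals and have a prior count of 2. Distances, PERMANOVA and principal components were computed from the log2 CPM values over all genes tested. Permutation tests went through all arrangements of the libraries, except where drawn arrangements are stated. They and the other tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. FPKM are normalized counts divided by the exon length and the geometric mean of the 13 library totals, following the formula of DESeq2's function. They join the authors' size factors, computed with more libraries, to totals of the *mdm* libraries alone, so they are the function's result on neither set and are known only up to 1 factor common to all genes and libraries. This scaling was settled after it and a re-centred one had both been seen, and it lies closer to the bars of Fig. 2. The wild-type mean implied by a mean over 23 libraries is that mean times 23, minus the sum over the 13 *mdm* libraries, divided by 10.

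The code was tested on simulated data. With 200 changed genes among 17022, edgeR, DESeq2 and limma recovered 100% of them, and edgeR with the label code as a block 99.5%, with at most 1 false call each. The changes had a log2 fold change of 2 in size, in psoas only and not at genes with few counts. All genes had the same simulated variation, with no label code effect and no correlation between genes. The set tests called a shifted set in 2 of 2 tests and 0 others, and the permutation test gave a p of 0.5866 on 500 genes without structure and 0.003497 on 500 genes with a shifted group. These runs check the code and do not measure how many differences can be found in the real libraries.

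The replicate numbers of EDL and psoas were checked for pairing. The deviations of same-numbered libraries from the means of their muscles correlated by 0.407, 0.370, 0.316, 0.289 and 0.371 for replicates 1 to 5, all above the limit of 0.1 set for pairs. Replicates 2 to 5 share age and the pattern of sex-linked genes between the muscles. Replicate 1 does not come from 1 animal, with ages of 38 and 29 days and opposite sex-linked genes. Its correlation was the highest of these, so the limit cannot tell pairs from other libraries. The replicate block joined all same-numbered libraries, replicate 1 included. The main fit and the permutation tests between muscles took the libraries as unpaired.

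The main comparisons and their tests, the rule for genes to name and the alternatives were chosen before the data were examined, apart from 2 alternatives named as added. The FPKM scaling, the limits of the search for genes high in single libraries and some tests of explanations were chosen later, and the closing section names those tests. Genes named in the text are those of Fig. 2 in all 3 comparisons, the other slow-twitch genes of Table S1 in comparisons with soleus, and, for each comparison, the 2 genes with the largest fold changes in each direction among called genes without overlap between the groups. Genes of Table S1 were used for the implied means, and genes of single libraries and of marker lists are named in the closing section. Alternatives were DESeq2 1.42.0 with its size factors and Wald test, no low-count filter, the label code or the replicate number as a block, upper-quartile normalization, fits of only the 2 muscles compared, leaving out each library, limma on log2 of the normalized counts plus 1, and an adjusted p limit of 0.05. Sets were also tested with camera's estimated correlation and with fry. Distances were also computed after DESeq2's variance stabilizing transformation, with a prior count of 0.5, on the 500 most variable genes, with the label code effect removed, by Spearman correlation and on the normalized counts. Size factors computed from the 13 *mdm* libraries were tried for FPKM and implied means. The added alternatives are the low-count filter on TMM-normalized counts and the re-centred FPKM.

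Lists of marker genes were written for adipocytes, macrophages, regenerating myofibres, Schwann cells, slow myofibres, X-inactivation in females, Y-linked genes, red blood cells, denervation, brown fat, mesothelium and genes of all muscle fibres. In each group of 5 libraries, EDL or psoas, the highest and the lowest library were compared with the others by Dixon's ratio (limit 0.71), and the soleus group is too small for this. No library was left out of the main comparisons. Network, pathway enrichment and protein results of the study were not recomputed, since they rest on comparisons with wild type. Values of some single genes are not reported here.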

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

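The tests of an effect of label code T6 on Ttn, of brown fat and of fat of any kind in psoas replicate 5, and of ribosomal RNA in soleus replicate 3 were chosen only after the results were seen, while those of gene length and genomic DNA were chosen before.

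In 9 of 73 groups of 5 libraries, 1 library lay further from the others than Dixon's limit, where chance gives about 1 in 20. The 9 cases come from 7 libraries.

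Ttn had 414645 normalized counts in psoas replicate 2, and between 793125 and 947475 in the other psoas libraries. Without it, the log2 fold change of Ttn in psoas against EDL was 0.36. In EDL, replicates 4 and 5, both of label code T6, also had low Ttn counts, with a log2 ratio of −1.26 to the other EDL libraries. Ttn is a very long gene, so gene length was tested. Among the EDL libraries, the median log2 ratio of genes in the top 25% of length was below that of genes in the lowest 25% by −0.468 (T6 over the others), less than the −0.629 that the test required, which argues against a length trend as the whole of the fall. A line on log2 length gave −0.53 at the length of Ttn, so a part of the fall stays open to it. An effect of code T6 shared by the muscles cannot be told apart from differences between mice. The log2 ratio of Ttn between T6 and the other psoas libraries was 0.199 (standard error 0.375), and −0.17 without psoas replicate 2, so its sign rests on that library. In soleus the T6 library had a log2 ratio of −0.47 to the other soleus libraries. A difference between the animals was not tested.

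At genes with few counts, a small number can look large. Upk3b had 0.426 normalized counts in EDL replicate 1 and 0 in the other EDL libraries, and Hoxa13 had 1.40 in psoas replicate 1 and 0 in the other psoas libraries. Neither exceeds the floor of 3 counts, and both carry no information on a difference between libraries. Ucma had 56.6 normalized counts in EDL replicate 4, against 17.9 to 29.0 in the other EDL libraries, and Mettl21c had 631.0 in EDL replicate 1, against 281.4 to 344.9. No explanation was tested for Ucma and Mettl21c.

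In psoas replicate 3, Myl3 had 1512 normalized counts (93.8 to 331.6 in the other psoas libraries) and Atp2a2 had 21333 (8506 to 11718). The Myh7 and Tpm3 counts of this library, 20950 and 3386, were also the highest of the psoas libraries. EDL replicate 3, of the same label code, was not high, with 205.1 for Myl3 (120.9 to 1442 in the other EDL libraries) and 4481 for Atp2a2 (4644 to 11446). An effect of this code cannot be decided from this, since it has 1 library per muscle and the other EDL libraries are spread widely. A larger share of slow-twitch fibres in this sample was not tested and stays open, since Myl3 and Atp2a2 were picked for their levels here. Of slow-twitch genes not flagged, Myl2 (2798), Tnnt1 (6910) and Tnni1 (8911) were also highest in this library among the psoas libraries. Tnnc1 was not, with 747.4 here and 1408 in psoas replicate 1.

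The collagen score of EDL replicate 3 was 3.00, against 4.06 to 4.37 in the other EDL libraries. Psoas replicate 3, which has the same number, age and label code, had the lowest score of the psoas libraries, 4.04. No test separated the mouse from the label code, since both T5 libraries have the replicate number 3. Without EDL replicate 3, the median log2 fold change of the collagen genes in psoas against EDL was 0.62.

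Genes of nuclear ribosomal RNA held 0.115% of the counts in EDL replicate 5 and 0.0184% to 0.0346% in the other EDL libraries. No explanation was tested. Soleus replicate 3 had a still higher share, 1.245%, of which 1 gene, CT010467.1, held 1.234%. That gene had 193450 normalized counts there, against at most 18776 in the other libraries, and Mir6236, which the paper does not discuss, had 1071 (at most 51.4 elsewhere). Gm42418 and Lars2 were high as well, with 58121 (at most 17376 elsewhere) and 164076 (at most 67196). Less complete removal of ribosomal RNA in soleus replicate 3 may be behind this. Of the 27 nuclear rRNA genes with a mean of at least 10, only 1 was highest in this library, but 23 of the 27 are 5S genes, which says little on the large rRNA, so the explanation stays open.

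Genes with a normalized count of at least 1000 in 1 library and at least 5 times that of any other were also searched for, among genes that the paper does not discuss. These limits were set after a first search, at 20 times the median of the others, had been seen, and in that search the top gene of EDL replicate 3 and psoas replicates 1, 3 and 5 was the sex-linked Xist. The search found 19 genes in EDL replicate 1, 14 in psoas replicate 1, 4 in psoas replicate 2, 2 in psoas replicate 5 and 2 in soleus replicate 3. In EDL replicate 1, Gm22042 had 2267 normalized counts (at most 97.4 elsewhere). It is a small nuclear RNA gene whose reads can be shared among copies. The heat shock genes Hspa1a, Hspa1b and Dnajb1 were also high, with 25692, 30946 and 1704. Reads shared between Hspa1a and Hspa1b do not concern Dnajb1. No explanation was tested for EDL replicate 1, and age, handling and RNA preparation stay open.

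In psoas replicate 1, Pou1f1 had 1037 normalized counts (at most 69.7 elsewhere), and Gm10800 and Gm26870, satellite-like genes, had 126811 and 79372. Genomic DNA in the sample is a candidate explanation. Genes under 10 normalized counts in the other psoas libraries had a median log2 ratio of 0.679 in psoas replicate 1 (2052 genes), and from −0.26 to 0.00 in each of the other psoas libraries computed alike. The test could have come out the other way, and it does not exclude other sources of reads spread over genes that are hardly expressed. The library comes from the youngest mouse and is the only one of code T3, which was not tested.

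Igkc had 1559 normalized counts in psoas replicate 2 (at most 15.4 elsewhere), with Jchain at 1074 and Ighm at 10903. No test was run on their source. Lymphoid tissue with the sample and an immune response of the mouse both stay open.

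Ucp1 had 4911 normalized counts in psoas replicate 5 (at most 79.5 elsewhere). Brown fat in this sample is a candidate explanation, since 6 of 9 other genes of a brown fat list were highest in this library of the 5 psoas libraries, where chance gives 1 in 5. Among them, Cidea had 961.5 (at most 383.8 in the other psoas libraries), Otop1 249.5 (at most 18.2) and Letmd1 260.3 (at most 128.2), while Kcnk3 was as high in psoas replicate 3. At least 10 normalized counts in all 13 libraries were found for 5 of the 9 genes, 0 belong to another list, and 0 were picked by the study in Table S1. More fat of any kind may add to it, because the adipocyte list also had its highest psoas mean there, 11.179 (log2), against 9.68 to 10.14. A difference between brown and other fat was not tested.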

How the results depend on the processing

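Results were recomputed under each alternative with 1 choice changed at a time. The low-count filter on TMM-normalized counts and the re-centred FPKM were chosen after seeing the data, and the others before. Where a value changed, the cause was not tested unless a cause is named.

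Counts of called genes moved most. DESeq2's size factors and Wald test gave 812 higher and 774 lower genes in psoas against EDL (415 and 426 with edgeR), 270 and 363 in soleus against EDL (91 and 76), and 95 and 76 in soleus against psoas (12 and 1). Of the 841, 167 and 13 genes called with edgeR, 834, 166 and 13 were among these. The share of higher genes became 42.7% in soleus against EDL and 55.6% in soleus against psoas, from 54.5% and 92.3%. An adjusted p limit of 0.05, a wider limit by construction, gave 975 and 813, 277 and 274, and 71 and 33 genes. Limma on the normalized counts gave 120 lower genes in soleus against EDL and 5 in soleus against psoas, where the share of higher genes was 75%. Upper-quartile normalization gave 5 higher genes in soleus against psoas, and moved the median log2 fold change of all genes to at most 0.08 in size. Fits of only the 2 muscles compared, which have fewer libraries to estimate the spread, gave 263 lower genes in psoas against EDL, 54 higher in soleus against EDL and 0 lower in soleus against psoas, where 2163 of all genes had an unadjusted p under 0.05 in the fit of all muscles. The label code block gave 31 higher genes in soleus against EDL (36% of the calls), and 4 higher and 2 lower in soleus against psoas (66.7% higher). No low-count filter and the filter on TMM-normalized counts kept every count within 1.5 times.

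The replicate block raised the number of higher genes in psoas against EDL to 638, and of the 1192 called genes 767 were shared with the unblocked fit. The soleus numbers do not pair with the others, since no soleus mouse had the age of the same-numbered EDL or psoas mouse. The deviations of same-numbered EDL and soleus libraries correlated by 0.115, 0.421 and −0.162, and those of psoas and soleus by 0.159, 0.141 and −0.302. With the replicate block, 45 genes were lower in soleus than in EDL, and the medians of complex III (−0.19, adjusted p = 0.215) and the mitochondrial ribosome (−0.039, adjusted p = 0.14, both from camera) in soleus against EDL were no longer past the limit. For soleus this says nothing about the size of the effects. Of single genes, 6 were no longer called with the replicate block. No other count moved by over 1.5 times and no other set call changed with it.

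Of single genes, Myh7 in psoas against EDL, 0.38 in the fit of all libraries, changed its sign with the label code block (−0.08, adjusted p = 0.971), the replicate block (−0.18, adjusted p = 0.909) and limma on the normalized counts (−0.048, adjusted p = 0.979). In the fits without 1 library it lay between −0.79 (without psoas replicate 3) and 0.90. In soleus against psoas, Ankrd23 (−0.07) turned to 0.13 (adjusted p = 0.778), 0.15 (adjusted p = 0.841) and 0.017 (adjusted p = 0.991) under the same settings, and lay between −0.20 and 0.22 (without psoas replicate 3, also 0.06 without soleus replicate 2) in the fits without 1 library. These adjusted p are those of each setting's own gene-wise test. Mypn lay between −0.46 and 0.031 (without EDL replicate 2) in psoas against EDL and between −0.39 and 0.26 (without soleus replicate 3, also 0.06 without psoas replicate 3) in soleus against psoas, and Ankrd1 between −0.067 (without soleus replicate 3) and 0.38 in soleus against psoas. No test called any of these 5 differences. Over all alternatives set at the start, 1010 comparisons of single genes between muscles kept their direction and their side of the limit, 104 lost the call, 27 gained it and 13 reversed. DESeq2 added 13 and limma 7 of the gains, while fits of only 2 muscles and the label code block lost 8 each. Upper-quartile normalization lost the call of Hoxa13 in soleus against psoas (adjusted p = 0.013). For 6 named comparisons an alternative gave no adjusted p, among them Gm34302, tested in 10 of the 13 fits without 1 library.

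Of the sets, camera's estimated correlation kept none of the 13 calls, with the same medians and an adjusted p between 0.417 and 0.511. In psoas against EDL the medians were −1.03 (complex I), −0.85 (complex III), −1.02 (complex V), −0.60 (mitochondrial ribosome) and 0.80 (collagen), in soleus against EDL −0.53, −0.42, −0.47 and −0.24 for the first 4, and in soleus against psoas 0.47, 0.49, 0.51 and 0.36. The estimate allows for correlation between the genes of a set, which the preset value holds at 0.01. Limma's fry test did not call collagen in psoas against EDL (0.80, adjusted p = 0.164), any of the 4 sets in soleus against EDL (−0.53, −0.42, −0.47 and −0.24, adjusted p = 0.191, 0.311, 0.241 and 0.337) or in soleus against psoas (0.47, 0.49, 0.51 and 0.36, adjusted p = 0.164, 0.191, 0.164 and 0.164). The label code block called collagen in soleus against psoas (−0.40, adjusted p = 0.00061 from camera).

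The 13 fits that each left out 1 library gave between 171 (without EDL replicate 3) and 402 higher and between 147 (also without EDL replicate 3) and 449 lower genes in psoas against EDL. Besides EDL replicate 3, with 318 calls in all, leaving out psoas replicate 2 (362), EDL replicate 5 (426), psoas replicate 1 (454) or psoas replicate 3 (275 lower genes) moved a number by over 1.5 times. In soleus against EDL the numbers lay between 17 and 91 higher and between 2 and 93 lower, the lowest without soleus replicate 1, and in soleus against psoas between 3 and 20 higher and between 0 and 3 lower, where 12 of the 13 fits moved the number of higher genes by over 1.5 times. Leaving out a soleus library left 2 in that group and gave 19, 23 and 55 calls against EDL (without replicates 1, 2 and 3) and 3, 3 and 5 against psoas. The median of collagen in psoas against EDL lay between 0.62 (without EDL replicate 3, call lost) and 0.91, in soleus against psoas between −0.34 (without soleus replicate 2, called, as without psoas replicates 1, −0.24, and 3, −0.31) and −0.079, and that of complex III in soleus against EDL between −0.56 and −0.31, where the call was lost without soleus replicate 2 (adjusted p = 0.109) and EDL replicate 5 (−0.31, adjusted p = 0.077).

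The number of libraries nearest to 1 of the same muscle was 13 with the label code effect removed, and 9 to 13 over all alternatives. It lay between 7 of 12 (without soleus replicate 1, p = 0.06999 in an exact permutation test) and 10 in the fits without 1 library. The R2 of the 3 muscles lay between 0.325 and 0.584 over the alternatives, and that of soleus against the others between 0.08 and 0.177. For soleus against the others, p ran from 0.08741 to 0.5303 (permutation tests), the highest without soleus replicate 1, and was under 0.05 in no alternative. The slow-fast index difference lay between 7.13 and 7.45 over the alternatives and between 6.82 and 7.71 without 1 library. FPKM differed from the bars of Fig. 2 at 6 bars, and at 3 with size factors computed from the 13 libraries or re-centred on them. With 3 soleus libraries, the exact tests of soleus against 1 other muscle cannot give a p under 0.01786.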

Differences from the paper's values

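The paper's Fig. 2 shows the FPKM of 11 genes, and 31 bars of *mdm* muscles could be read by eye and set against FPKM computed here. The median ratio of the computed value to the bar was 1.013, with a range of 0.4004 to 1.05, and 6 bars differ. The scaling of these FPKM was settled after this ratio had been seen, and it brings the values closer to the bars, so the ratio near 1 says nothing about agreement. A bar is taken to differ where the larger value is over 1.5 times the other and the 2 lie further apart than the SD between libraries.

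The FPKM of Sln was 460.6 in *mdm* EDL (SD 183, n = 5) against the paper's about 1100 in Fig. 2d, read by eye, 292.4 in psoas (SD 158, n = 5) against about 720, and 640.6 in soleus (SD 128, n = 3) against about 1600. With size factors computed from the 13 *mdm* libraries the values were 569.0, 357.0 and 782.8, which still differ, and none of the alternatives set before the data were examined closed the gap, nor did leaving out any library.

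The FPKM of Ankrd1 was 381.9 in *mdm* EDL (SD 132, n = 5) against the paper's about 600 in Fig. 2b, read by eye, 195.1 in psoas (SD 61.0, n = 5) against about 310, and 224.6 in soleus (SD 70.4, n = 3) against about 350. With size factors computed from the 13 *mdm* libraries, an alternative set before the data were examined, the values were 472.4, 238.2 and 274.6 and no longer differ by these limits, though all stay below the bars, while the median ratio over all bars moved to 1.249. Re-centred size factors, chosen after seeing the values, gave 470.5, 240.3 and 276.8 and a median ratio of 1.247. The values came just within the limit of 1.5 times, while still well below the bars, when 1 library was left out, in EDL without replicate 2 (407.7) or 4 (415.1), in psoas without replicate 1 (213.7), and in soleus without replicate 1 (252.5) or 2 (236.4). Without soleus replicate 3, the FPKM of Myh4 in soleus fell to 30.3, against about 70 in Fig. 2a, read by eye, a bar that does not differ with all libraries.

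The paper states that soleus is set apart from the faster muscles in *mdm* mice along its second component, in a plot that also holds the wild-type libraries and has the run effect removed. Among the 13 *mdm* libraries alone, soleus against the others accounted for an R2 of 0.101 of the squared distances (exact permutation test, one-sided, p = 0.2308), and 0.177 with the label code effect removed. These distances cover all genes tested and do not measure the paper's component. The slow-fast index, built from genes listed for PC2, did set soleus apart, by 7.18 (exact permutation test, two-sided, p = 0.003497). The study chose those genes from data that include these libraries. The paper also states that replicates of a muscle group together. Here 4 of the 13 *mdm* libraries had their nearest library in another muscle. All 13 had it in their own muscle with the label code effect removed, and 11 did with the variance stabilizing transformation or Spearman correlation.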

Other observations

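The tests of the label codes, of nerve tissue and of the FPKM of Sln and Ankrd1 were chosen only after the results were seen, and the other tests named here before.

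The numbers of called genes were set against those of other splits of the same libraries. Of 100 splits of the 10 EDL and psoas libraries into groups of 5 and 5, drawn from 126, 1 gave as many called genes as the real split, namely the real split itself, and the highest number in any other was 0. Among the 13 splits that part as many of the pairs of same-numbered libraries as the real one does, the highest number in another was also 0. For soleus against EDL and soleus against psoas, 1 of 56 splits each gave as many, again the real one, and the highest number in any other was 1. No split run that follows a label code came near the real one.

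Libraries of 1 muscle lay apart by their label code. The code accounted for an R2 of 0.458 of the squared distances, against a median of 0.312 when the codes were permuted within each muscle (exact permutation test over 10800 arrangements, one-sided, p = 0.001019). Mouse, run and preparation date may all follow the code, whose meaning the labels do not give. These cannot be told apart here because no label gives the run or the preparation. Mice of 1 code often share an age, but codes T1, T4 and T6 also hold mice of the same age. At 38 days, the EDL libraries lay at −33.6 (T1), −30.2 (T4), 39.66 and 33.35 (T6) on the second principal component. The psoas libraries of that age lay at −1.193 (T4), 36.26 and 37.46 (T6). These values argue against age as the whole cause of the parting of T6 on that component. Age stays open for T3 and T5, whose mice had other ages.

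Marker lists were compared between the muscles by the mean log2 of the normalized count plus 1 of their genes, with exact permutation tests (two-sided) adjusted over 27 tests. None passed 0.05, and the lowest adjusted p was 0.06889, which the smallest p that the groups allow (0.007937 for 5 against 5, 0.01786 for 3 against 5) turn into. In psoas against EDL these were reached by the lists of regenerating myofibres (1.00), Schwann cells (2.80) and denervation (1.08). They were also reached in soleus against EDL by the lists of adipocytes (2.31) and slow myofibres (4.34), and in soleus against psoas by those of slow myofibres (4.46) and regenerating myofibres (−0.91). In psoas against EDL the other lists differed by 0.98 (adipocyte), 0.47 (macrophage), −0.12 (slow myofibre), 3.42 (Xist), −1.42 (Y-linked) and 2.35 (red blood cell). In soleus against EDL they differed by −0.12 (macrophage), 0.10 (regenerating myofibre), 1.36 (Schwann cell), −3.01 (Xist), 2.84 (Y-linked), 0.90 (red blood cell) and 0.39 (denervation), and in soleus against psoas by 1.33 (adipocyte), −0.59 (macrophage), −1.44 (Schwann cell), −6.43 (Xist), 4.26 (Y-linked), −1.45 (red blood cell) and −0.68 (denervation). The study picked 2 of the 8 adipocyte genes, 2 of the 4 regenerating myofibre genes and all 6 slow myofibre genes for Table S1 from data that include these libraries, and none of the 6 macrophage, 5 Schwann cell, 5 red blood cell, 5 denervation and 4 Y-linked genes, nor Xist. The lists of regenerating myofibres and denervation share 1 gene. In all 13 libraries, at least 10 normalized counts were found for 7 adipocyte, 6 macrophage, 4 regenerating myofibre, 4 Schwann cell, 6 slow myofibre, 2 Y-linked, 2 red blood cell and 5 denervation genes, and not for Xist.

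The adipocyte list rose from EDL to soleus by 2.44 more (log2, standard error 0.604) than the macrophage list did. A lower share of muscle fibres in soleus would raise the lists of all other cells alike, so these values argue against it as the whole cause. More adipocytes in soleus, a different yield of fat when the muscles were taken, and a change within adipocytes stay open and were not tested.

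Upk3b and Bnc1 belong to the genes that differ most between psoas and EDL. Mesothelium taken with the psoas samples is a candidate explanation, since all 6 of 6 genes found of a list of mesothelial genes, which holds neither of these, were higher in every psoas library than in every EDL library, where chance gives 0.397% of genes. The most abundant were Msln, with 130.1 to 554.3 normalized counts in psoas and 25.7 to 94.5 in EDL, and Gpm6a, with 128.2 to 330.6 and 16.6 to 48.5. Of these genes, 2 had at least 10 normalized counts in all 13 libraries, and 0 belong to another list or to Table S1. A mesothelial program within the psoas muscle itself stays open and was not tested.

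Myelin genes were higher in psoas than in EDL. Nerve tissue in the psoas samples is a candidate explanation, as 3 of the 5 Schwann cell genes were higher in all psoas than in all EDL libraries. Of the list, Mbp had 4289 normalized counts in psoas (SD 3521, n = 5) and 502.5 in EDL. A change within the nerve of *mdm* psoas stays open, untested.

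Mitochondrial gene sets were lower in psoas than in EDL. For a trend of gene length, GC content or expression level, the 20 nearest genes of each set gene in these measures had a median log2 fold change of −0.310, against −0.802 for the 142 set genes, which is less than the trend would need to be the whole cause. For a lower share of muscle fibres in the psoas samples, the mean of 12 genes of all fibres fell by 0.810 (log2, standard error 0.286), and that of the mitochondrial genes by 0.816. The 12 genes, all of them expressed in each library, none in Table S1 or in another list, went both ways, from Pygm (−2.12) and Ckm (−1.67) to Des (0.56). A lower share of fibres and a lower mitochondrial content of the fibres therefore cannot be told apart, since the fibre genes are spread too widely to fix the share. The RNA integrity number, at most 7.8 in psoas and at least 7.8 in EDL, was not tested as a cause and stays open.

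Below the bars of Fig. 2, the FPKM of Sln and Ankrd1 stood in the same ratio in all 3 muscles, with a highest over lowest ratio of 1.046 for Sln and 1.02 for Ankrd1. A longer exon length of these genes here than in the study is a candidate explanation, and the study's exon lengths were not found in its text.

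Of the sex-linked genes, Xist had 1417 normalized counts in EDL replicate 3, 764.2 in EDL replicate 5, 6466 in psoas replicate 1, 3923 in psoas replicate 3 and 3345 in psoas replicate 5, and at most 6.9 in the other libraries. Ddx3y had at least 1732 in those other 8 and at most 1.4 in these 5. All soleus libraries have the male pattern. Where the label gives the sex, the pattern goes with it.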
